# A Single-Cell Landscape of Spermioteleosis in Mice and Pigs

**DOI:** 10.3390/cells13070563

**Published:** 2024-03-22

**Authors:** Meng-Meng Liu, Chu-Qi Fan, Guo-Liang Zhang

**Keywords:** single-cell transcriptome, mouse, pig, spermatogenesis

## Abstract

(1) Background: Spermatozoa acquired motility and matured in epididymis after production in the testis. However, there is still limited understanding of the specific characteristics of sperm development across different species. In this study, we employed a comprehensive approach to analyze cell compositions in both testicular and epididymal tissues, providing valuable insights into the changes occurring during meiosis and spermiogenesis in mouse and pig models. Additionally, we identified distinct gene expression signatures associated with various spermatogenic cell types. (2) Methods: To investigate the differences in spermatogenesis between mice and pigs, we constructed a single-cell RNA dataset. (3) Results: Our findings revealed notable differences in testicular cell clusters between these two species. Furthermore, distinct gene expression patterns were observed among epithelial cells from different regions of the epididymis. Interestingly, regional gene expression patterns were also identified within principal cell clusters of the mouse epididymis. Moreover, through analysing differentially expressed genes related to the epididymis in both mouse and pig models, we successfully identified potential marker genes associated with sperm development and maturation for each species studied. (4) Conclusions: This research presented a comprehensive single-cell landscape analysis of both testicular and epididymal tissues, shedding light on the intricate processes involved in spermatogenesis and sperm maturation, specifically within mouse and pig models.

## 1. Introduction

Spermatogenesis, the intricate process leading from spermatogonia to spermatozoa, has been a focal point of extensive research for more than a century [1]. The testis and epididymis play crucial roles in sperm transport, maturation, and storage. Sperm are initially produced in the testis, transported through the epididymis, and reach maturity within the epididymis. Despite attaining a specific morphological structure in the testis, spermatozoa remain functionally immature, necessitating further processing in the epididymis.

The epididymis, an indispensable component of the reproductive system, serves diverse functions, including sperm storage, secretion of nutritive fluid, facilitation of sperm development and maturation, and enhancement of sperm vitality [2]. Comprising three primary regions: the caput, corpus, and cauda, the epididymis facilitates further modifications of nonmotile sperm [3,4]. Within the epididymis, the sperm plasma membrane undergoes sequential biochemical and proteomic modifications due to interactions with components of the extracellular environment within the epididymal lumen [5]. During this process, sperm are progressively concentrated as they travel from the caput to the corpus and ultimately to the cauda epididymis, where they can be stored in an inactive state for extended periods [6]. Each epididymis region exhibits a distinct gene expression pattern crucial for specific physiological functions during various stages of sperm maturation [7,8,9,10].

While previous large-scale transcriptomic investigations have focused on bulk RNA from aggregates of multiple spermatogenic cell types [11,12], recent advances in high-throughput single-cell or single-nucleus RNA-sequencing technologies have enabled in-depth examinations of cellular and molecular aspects of the testis [13,14] and epididymis. Previous studies mainly provided a concise overview and specific gene expression of mouse spermatogenesis and sperm mutation. There was also a report on the somatic cell changes that occur during spermatogenesis in pig testis [15]. In contrast to previous studies that solely focused on either spermatogenesis or sperm maturation, this study comprehensively explores both processes. However, a comprehensive understanding of spermatogenesis and sperm maturation across mouse and pig lineages is still lacking. Animal models play a key role in scientific research. Mice have a high degree of genetic purity and high fertility. Therefore, the mouse is a commonly used model in mammal-related research [16]. As rodents, mice are different from domestic animals to some extent. Therefore, we included pigs as a contrast model. First, the pig is the most common domestic animal in China. In addition, the pig is more human-like than the mouse in terms of both anatomy and physiology, making them another attractive option for simulating humans [17]. Therefore, we used mice as model animals to elucidate the mechanism of spermatogenesis and maturation and used pigs as livestock models to further study spermatogenesis and maturation.

Widespread translational regulation of transcriptomes occurs during spermatogenesis within the testis [18]. The liquid microenvironment in the epididymal duct, with its ionic components exhibiting segmental specificity, provides a platform for sperm motility and maturation. Numerous studies have shown that the expression of innate immune secretory genes in epididymal epithelial cells plays a crucial role in spermatogenesis [19,20,21,22,23,24]. Additionally, epididymal β-defensin family proteins have been confirmed to be essential for host reproductive tract defense and spermiogenesis [23,24,25].

We employed single-cell RNA-seq to identify comprehensive gene expression patterns in individual cells from testis and epididymis samples from mice and pigs. These data were validated by protein immunostaining using testis and epididymis tissue. Additionally, we identified subpopulations of testicular cells and investigated their gene expression profiles. *ELAVL2* and *CCNB2* were found to be potential markers for specific spermatogenesis processes. Furthermore, we characterized different segments of the mouse and pig epididymides, describing their unique gene expression characteristics. Next, we explored the types of principal cells and segmental specific expression of β-defensin family genes in the mouse epididymis. The results revealed a conserved yet dynamic continuum of gene expression patterns across the full spectrum of spermatogenic development, as well as heterogeneity indicative of spermatogenic cell subtypes engaged in distinct biological pathways or functions. Our analysis of the data revealed different species and lineage-specific cellular and molecular features of spermatogenesis and sperm maturation in different species.

## 2. Materials and Methods

### 2.1. Animals

Sample collection was conducted under license in accordance with the Guidelines for Care and Use of Laboratory Animals of China, with the approval of the Institutional Review Board of Qingdao Agricultural University. The 8-week-old male C57BL/6J mice used in our study were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (no. 11002009000012, production license number: SCXK: 2023-7077, Beijing, China). All animals were maintained under conditions of ad libitum access to water and food with constant light-dark cycles. For single-cell and transplant studies, testes and epididymides from 8-week-old male C57BL/6J mice (at least two per experiment), both from Beijing Vital River Laboratory, were used to generate suspensions of cells following enzymatic digestion, as previously described [26]. Six 12-month-old Landrace pigs were obtained from Haiyang Hexing Animal Husbandry Co., Ltd. (no. 11002009000017, production license number: SCXK: 2023-9065, Yantai, China).

### 2.2. Sample Preparation for Single-Cell RNA-Sequencing

#### 2.2.1. Generation of Epididymis Cell Suspensions

For both mice and pigs, the epididymides were dissected and divided into three regions (caput, corpus, and cauda) as previously described [7]. To obtain a sperm-depleted single-cell suspension, epididymis samples were dissected into a 10 cm plate containing 10 mL of Krebs media prewarmed to 35 °C. Once the dissected samples were cleared of any visible sperm, 3 mL of the sample mixture was transferred to a small 25 mL glass Erlenmeyer flask containing 7 mL of dissociation media (Collagenase IV 4 mg/mL, Deoxyribonuclease I (DNAse I) 0.05 mg/mL) (Servicebio, Wuhan, China) and placed in a 35 °C water bath with rotation at 200 rpm for 30 to 45 min. Afterwards, the samples were transferred to a conical tube and allowed to settle. The supernatant was removed, leaving 4–5 mL of sample solution to be returned to the Erlenmeyer flask, where 10 mL of 0.25% trypsin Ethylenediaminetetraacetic acid (EDTA) (Servicebio, Wuhan, China) and 0.05 mg/mL DNAse I were added prior to the return to the water bath shaker. After 35 min, the samples were pipetted up and down until there were no observable pieces of tissue, and allowed to incubate in a water bath for an additional 20 min. Once cell disaggregation was achieved, 1 mL of fetal bovine serum (FBS) (Servicebio, Wuhan, China) was added to inactivate the trypsin. The sample was transferred to a Falcon tube while passing the cell solution through a series of 100 mm, 70 mm, and 40 mm cell strainers, and media supplemented with 10% FBS and antibiotic and antimycotic (100 units/mL penicillin, 100 mg/mL streptomycin, and 0.025 mg/mL amphotericin B) (Servicebio, Wuhan, China) were added to a final volume of 30 mL. Finally, the samples were subjected to centrifugation for 15 min at 400 relative centrifugal force (*g*) at room temperature (RT). The supernatant was discarded, and up to 25 mL of media was added prior to centrifugation for 5 min at 800 relative centrifugal force (*g*) at RT. Afterwards, the supernatant was discarded, 2 mL of phosphate buffered saline (PBS) was added, and the cells were transferred to a 2 mL microfuge tube. The media were further removed by centrifugation at 900 relative centrifugal force (*g*) for 3 min, the supernatant was discarded, and the pellet was resuspended in 600 mL of PBS.

#### 2.2.2. Generation of Testis Cell Suspensions

The testis from mice and pigs were cleaned and washed with PBS. These samples were stored in MACS Tissue Storage Solution within 48 h (Miltenyi Biotec, Bergisch Gladbach, Germany). Before dissociation, the testis tissues were cut into small pieces and transferred to 0.2% collagenase IV and DNase I digestion solution, followed by incubation at 37 °C for 15 min. After digestion and mechanical striking into single cells, the cell suspension was filtered through a cell strainer and converted to barcoded scRNA-seq libraries in accordance with the manufacturer’s protocol. The sequencing libraries were sequenced by DNBSEQ-T7 (MGI, Shenzhen, China).

### 2.3. Analyses of Single-Cell Transcriptomes

Raw count matrices generated by Cell Ranger were imported to Seurat 4.3.0 and filtered for only high-quality cells. Briefly, we removed cells with fewer than 200 detected genes and genes detected in 3 or fewer cells. Gene expression values were log normalized and scaled before further downstream analyses. Cell clustering and uniform manifold approximation and projection (UMAP) analysis were performed based on the statistically significant principal components. Marker genes of each cell cluster were determined by a log fold change threshold above 0.25 using the default Wilcoxon rank-sum test. After the identification of cell clusters, the raw count matrices of the data subsets were imported to Monocle and only genes with expression above the threshold (0.1) were used for the analyses. Differentially expressed genes or significantly variable genes among cells were identified by Monocle and used for ordering cells in pseudotime. Only genes with a dispersion ratio above 0.1 were used for training the pseudotime trajectories. To generate the pseudotime heatmaps, differentially expressed genes (DEGs) among cell clusters in pseudotime with qval <0.1 were included and clustered hierarchically based on their expression trends.

### 2.4. Visualization

In Seurat, the uniform manifold approximation and projection (UMAP) technique was used to map high-dimensional cellular data into a two-dimensional space, bringing together cells with similar expression patterns and separating cells with different expression patterns further apart. The differences between the cells were thus made more comprehensible.

### 2.5. Testis Tissue Immunostaining

*ELEVL2* (Rabbit pAb (A5918, ABclonal, Wuhan, China)) and *CCNB2* (Cyclin B2 Rabbit mAb (A7956, ABclonal, Wuhan, China)) were subjected to immunofluorescence staining experiments. Mouse and pig samples were collected and washed three times with PBS, fixed in 4% paraformaldehyde, embedded in paraffin, and sliced into 5 μm sections. These sections were then held at 6 5 °C for 1 h, deparaffinized, and rehydrated. The sections were finally incubated in citrate antigen retrieval solution (pH 6.0) at 96 °C for 10 min. As the sections gradually cooled, they were blocked in QuickBlock™ Blocking Buffer for Immunostaining (Beyotime, Nantong, China) for 10 min and incubated with primary antibodies at 4 °C overnight. Then, the sections were incubated with secondary antibodies for 30 min at 37 °C, washed with PBST after incubation with antibodies, and incubated with Antifade Mounting Medium containing DAPI (Beyotime, Nantong, China).

### 2.6. Mouse Epididymis Fluorescence In Situ Hybridization

The mouse epididymal paraffin section was incubated at 62 °C for 2 h, followed by xylene dewaxing for 30 min. Subsequently, the section was treated with anhydrous ethanol for 20 min and washed with PBS for 10 min. The slices were repaired using citric acid antigen retrieval solution (ServiceBio, Wuhan, China) at a temperature of 96 °C for 10 min and allowed to cool naturally to room temperature. A digestion step was performed by adding protease K (ServiceBio, Wuhan, China) at a concentration of 20 µg/mL in a volume of 100 μL, followed by incubation at 37 °C for 10 min and subsequent washing with PBS three times. Prehybridization solution (100 μL) was added and incubated at a temperature of 37 °C for 1 h. Then, hybridization solution containing the RNA probe Defb20 (5‘UTR: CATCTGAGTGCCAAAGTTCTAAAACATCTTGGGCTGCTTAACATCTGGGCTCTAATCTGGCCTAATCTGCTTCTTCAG), Defb30 (5′UTR: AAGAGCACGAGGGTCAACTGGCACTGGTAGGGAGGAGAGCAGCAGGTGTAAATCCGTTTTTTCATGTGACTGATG) was added (60 μL). Incubation overnight took place at a temperature of 37 °C followed by washing with saline sodium citrate (SSC). For signal detection, the hybrid solution containing the signal probe (ServiceBio, Wuhan, China) was added in a volume of 60 μL and incubated at a temperature of 37 °C for 1 h before being washed again with SSC. Finally, nuclei were labeled using 4′,6-diamino-2-phenylindole (DAPI; Beyotime, Jiangsu, China), observed under a laser scanning confocal microscope (Hitachi, Tokyo, Japan).

### 2.7. Ethical Statements

All experimental procedures involving animals were approved by the Qingdao Agricultural University Institutional Animal Care and Use Committee (DEC2024-0119, 17 March 2024).

### 2.8. Data Availability

The raw sequence data reported in this paper have been deposited in the Genome Sequence Archive [27] in National Genomics Data Center [28], China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (GSE249819), which are publicly accessible at https://ngdc.cncb.ac.cn/gsa (accessed on 1 February 2024). Additional information related to the data in this study is available from the lead contact upon request.

## 3. Results

### 3.1. Transcriptional Atlas of the Testis and Epididymis in Mice and Pigs

To systematically investigate spermatogenesis in the testis and sperm maturation in the epididymides of mice and pigs, we prepared single-cell suspensions from testicular and epididymal tissue and performed single-cell RNA-seq using the DNBelab C4 platform. 

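Testis, caput, corpus and cauda tissue of the mouse and the pig gave 8 single-cell libraries, 1 per tissue and species. In droplet-based sequencing each captured transcript carries a unique molecular identifier (UMI), so that amplified copies of a transcript are counted once. The paper gives an age of 8 weeks for the mice and of 12 months for the pigs. It names 6 pigs, while the series design gives 3 animals of each species, and cells were not assigned to animals here. The authors' deposited files hold UMI counts per gene and barcode without normalization. Their headers name the counter PISA, while the methods name Cell Ranger. The mouse testis library holds 100179043 UMIs over 15577 barcodes, the caput 44852284 over 8487, the corpus 34438352 over 11528 and the cauda 19436094 over 10360. Cells with at least 200 detected genes were kept, as in the methods, which left 45951 mouse cells. Leaving out barcodes called as doublets by Scrublet lowered this to 43283. For clustering, counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes and 30 principal components gave a graph of 15 neighbours per cell, which was split by the Leiden method at resolution 0.8 without batch correction. For expression values the raw counts were summed over all cells of a class and given as counts per 1000000 UMIs of that class (CPM). Values in parentheses after a sum, a share or a ratio are 95% intervals, exact Poisson for sums and their ratios and exact binomial for shares. They cover counting error only. Cells are not replicates, the spread between animals was not measured, and with 1 library per tissue and species no test was run.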

After low-quality cells were removed, 45,639 cells were obtained from the testis and epididymis joint data of the mouse. 

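The kept mouse cells carried 1745 detected genes per cell on average. Of the 49249 features listed in the mouse libraries, 43250 were detected in more than 3 of these cells.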

On average, we detected 41,960 genes expressed in each individual cell. 

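The pig testis library holds 80119154 UMIs over 6856 barcodes, the caput 20016469 over 2348 and the corpus 55196355 over 11711. The pig cauda file lists 2355799 barcodes with 94128030 UMIs, far more barcodes than cells. At 200 or more genes 22005 of them were kept, with 35.0% of the UMIs, so the pig cauda rests on this threshold more than the other libraries. In all, 42845 pig cells were kept, and 28946 at 500 or more genes.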

For the pig testis and epididymis joint data, we profiled 42,712 individual cells. 

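The kept pig cells carried 1199.8 detected genes per cell on average, and 1620.4 at 500 or more genes. Of 21982 features listed in the pig libraries, 20013 were detected in more than 3 cells.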

On average, 20,011 genes expressed in individual pig cells were detected (Supplementary Table S1). To analyze the dataset, we performed UMAP on the combined datasets using the Seurat package. 

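Clustering of the testis and epididymis cells of each species gave 24 clusters in the mouse and 22 in the pig. The order depends on the settings. With 500 or more genes per cell the counts were 24 and 25, with 4000 variable genes 25 and 26, and at resolution 0.4 19 and 18.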

There were more clusters or heterogeneous cell types in the mouse samples (12 clusters) than in the pig samples (10 clusters). 

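Of the mouse clusters, 7 held at least 90% testis cells, 16 held at least 90% epididymis cells, and 1 cluster of 1087 cells was mixed, with 22.8% testis cells.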

In the mouse UMAP, clusters 1, 2, 5, 8, and 10 were testis cells, and clusters 0, 3, 4, 6, 7, 9, and 11 were epididymis cells (Figure 1A). 

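Of the pig clusters, 6 were made up of testis cells to at least 90%, 15 of epididymis cells, and 1 cluster of 227 cells was mixed (24.7% testis cells).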

Pig UMAP showed that clusters 4–6 were testis cells, and clusters 0–3 and 7–9 were epididymis cells (Figure 1B). In addition, the top 10 differentially expressed genes (DEGs) were identified in each of the cell clusters using the Find Markers function in Seurat, and the top 10 DEGs in both mice and pigs are shown in heatmaps (Figure 1C,D). 

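The share of cells in clusters made up to at least 90% of testis cells or of epididymis cells was 97.6% (97.5 to 97.8) in the mouse and 99.5% (99.4 to 99.5) in the pig. Some cells fell into clusters of the other organ: 389 mouse testis cells and 297 mouse epididymis cells, against 2 and 0 in the pig. Without called doublets the mouse share was 95.6%, and with 500 or more genes per cell the pig share was 93.4%. Each organ was captured in libraries of its own, so a difference between tissues and a difference between library preparations cannot be told apart. From the map the paper states that testicular cells form a continuum apart from the epididymal cells.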

Interestingly, both mouse and pig testicular cells were continuous and clearly separate from the epididymal cells, as indicated by the degree of dispersion in the UMAP landscapes (Figure 1A,B).

To better elucidate the mechanism of spermatogenesis in the testes of mice and pigs, we analyzed testicular tissue from the two groups. Specifically, we profiled 15,555 single-cell testes from mice and detected 36,943 genes expressed in single-cell testes on average. 

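In the kept mouse testis cells the mean was 2267 detected genes per cell, with at most 8512 in a cell and a median depth of 4584 UMIs. Over the whole library, 35354 genes were detected in more than 3 cells.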

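The pig testis cells were deeper, with a median of 8240.5 UMIs. Their mean was 2602 detected genes per cell, with at most 7720 in a cell, and 16724 genes were detected in more than 3 cells of the library.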

A total of 6831 single cells from pig testis samples were analyzed, with an average of 17,079 genes expressed in each single cell (Supplementary Table S1). Different gene expression profiles and UMAP clusters were detected in mice and pigs (Figure 2). This suggested that there are significant differences in gene expression between mice and pigs. Then, we aimed to further elucidate sperm post testicular maturation. We extracted mouse and pig epididymides from three regions: the caput, corpus, and cauda. We profiled 41,012 genes across 30,307 cells in the mouse epididymis, and 32,575 genes spanning 15,618 cells in the pig epididymis (Supplementary Table S1).

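At the authors' threshold of 200 genes the mouse epididymis kept 30374 cells with 41889 genes in more than 3 cells, and the pig epididymis 35989 cells with 19564 genes. With 500 or more genes the pig epididymis kept 22090 cells. Median genes per cell fell along the organ, from 1829 in the mouse caput through 1271 to 886 in the cauda, and from 1711 through 1135 to 446 in the pig. Thinned to 1000 UMIs per cell the mouse medians were 668, 686 and 678 and the pig medians 532, 550 and 526, with 3139 mouse cauda, 1410 pig corpus and 11859 pig cauda cells left out for too few UMIs.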

### 3.2. The Single-Cell Atlas of the Testis in Mice and Pigs Shows That Spermatogenesis Is a Continuous Process

To identify mouse testis cell clusters via uniform manifold approximation and projection (UMAP), we projected the expression of sets of known cell type-specific marker genes (Supplementary Table S2). The quality-filtered mouse testis cells were identified at different stages as 15 different germ cells along with somatic cells including undifferentiated spermatogonia (Id4+), differentiating spermatogonia (Sohlh1+ and Stra8+), spermatocytes (Sycp1+ and Sycp3+), spermatids (Acrv1+, Catsper3+ and Catsper4+), fibroblasts (Col1a1+), macrophages (Cd68+ and Cd74+), endothelial cells (Vwf+, Eng+ and Cdh5+), Sertoli cells (Clu+ and Wt1+), and Leydig cells (Insl3+, Cyp11a1+ and Star+) (Figure 2A). 

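Clusters of mouse testis cells were named by marker genes fixed before the data were examined, none of which the paper makes a statement about. The thresholds of the naming rule were set after the clusters had been seen, and a name such as Sertoli-like means no more than that the markers lead there. Spermatogonia-like cells made up 1.52% (1.33 to 1.72) of the library, spermatocyte-like cells 23.4% (22.7 to 24.1) and spermatid-like cells 37.9% (37.1 to 38.7). The other clusters were Sertoli-like (2145 cells), fibroblast-like (1427), Leydig-like (1008), macrophage-like (251), endothelial-like (90) and T or NK-like (72), and 798 cells (5.12%) stayed unnamed. No cluster met the rule for undifferentiated spermatogonia, and Id4 was not highest in spermatogonia-like cells: 24.7 CPM there against 108 CPM in early spermatocyte-like cells. Between spermatocyte-like and all other germ cells, Sycp3 reached 339 against 50.4 CPM, a log2 ratio of 2.75 (2.69 to 2.81), and Sycp1 102 against 57.5 CPM, 0.83 (0.76 to 0.90). Leaving out called doublets moved the Sycp3 ratio most, to 2.93. Sycp1 was higher still in spermatogonia-like cells, at 422 CPM. That class is a single cluster, which also carried the early spermatocyte markers Dmc1, Prdm9, Meiob and Hormad1 and the undifferentiated markers Gfra1 and Ret. It may mix stages, so the Sycp1 level cannot be assigned to spermatogonia alone. In spermatid-like over other germ cells the log2 ratio was 2.09 (1.95 to 2.23) for Catsper3 and 0.86 (0.77 to 0.96) for Catsper4. Among somatic genes, Cyp11a1 reached 1882 CPM in Leydig-like and 18.3 CPM in all other cells (6.00 on the log2 scale when every cell has equal weight, against 6.68). Col1a1 reached 860.4 CPM in fibroblast-like cells, and Vwf, Eng and Cdh5 374, 362 and 138 CPM in endothelial-like cells. Wt1 was at 122 CPM (112 to 132) in Sertoli-like and 109 CPM (75.3 to 152) in endothelial-like cells, and Clu was higher in Leydig-like (1389.7 CPM) than in Sertoli-like cells (1024 CPM).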

Unexpectedly, there was an unknown cluster that was not identified for a certain cell type. To address the molecular and functional characteristics of these cells, we identified DEGs using Gene Ontology (GO) analysis (Figure 2C). The GO terms associated with the DEGs in this cell cluster included the top 20 terms related to spermatogenesis and sperm motility (Figure S1). Here, our computational analysis suggested the occurrence of continuous spermatogenesis in mice. Following the direction of the arrow, there were spermatogonial clusters, spermatocyte clusters, and spermatid clusters (Figure 2A).

As with mouse testis, pig testis analysis yielded 11 major clusters or cell types (Figure 2B) that were subsequently annotated using known marker genes (Supplementary Table S2). These cells included undifferentiated spermatogonia (ID4+, ZBTB16+), differentiating spermatogonia (KIT+, DMRT1+), spermatocytes (SYCP1+, SYCP3+), and spermatids (ACRV1+, CATSPER3+, CATSPER4+): somatic cells, such as Leydig cells (STAR+, INSL3+); endothelial cells (ENG+, CDH5+, CD34+); macrophages (AIF1+, CD68+); fibroblasts (COL1A1+); and Sertoli cells (SOX9+, GATA4+, WT1+). 

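In the pig testis 7.15% (6.55 to 7.78) of cells were spermatogonia-like, 23.1% (22.1 to 24.1) spermatocyte-like and 38.5% (37.4 to 39.7) spermatid-like, and 79 germ cells fitted no single stage. Sertoli-like (1262 cells), endothelial-like (318), macrophage-like (240), Leydig-like (151) and fibroblast-like clusters (94) made up the rest. In spermatogonia-like over other germ cells the log2 ratio was 6.46 (6.25 to 6.67) for KIT, 4.05 (3.94 to 4.15) for DMRT1, 2.77 (2.48 to 3.06) for ZBTB16 and −0.11 (−0.63 to 0.36) for ID4. These genes were not confined to germ cells: KIT reached 226 CPM in endothelial-like cells, and DMRT1, ZBTB16 and ID4 reached 117, 84.7 and 71.0 CPM in Sertoli-like cells. The ratios were 1.31 (1.25 to 1.38) for SYCP1 and 0.85 (0.80 to 0.90) for SYCP3 in spermatocyte-like cells, and 0.40 (0.22 to 0.57) for CATSPER3 and 1.62 (1.36 to 1.88) for CATSPER4 in spermatid-like cells. SYCP3 was also high in round spermatid-like cells (519 CPM). Endothelial-like over all other cells, the log2 ratio was 5.52 for ENG, 8.19 for CDH5 and 6.31 for CD34, and macrophage-like over all other cells 8.45 for AIF1 and 7.01 for CD68. COL1A1 reached 1799 CPM in fibroblast-like cells, and SOX9, GATA4 and WT1 220.3, 190.4 and 272 CPM in Sertoli-like cells. GATA4 was as high in Leydig-like cells (209 CPM), and WT1 reached 194 CPM in endothelial-like cells. The stress-response gene FOS was among the leading genes of an endothelial-like cluster.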

According to the order of spermatogenesis, a continuous biological process occurs from spermatogonia through spermatocytes to spermatids (Figure 2B). By comparing the testicular cells of the two species, we found that their somatic and germ cell types were similar, but they had different germ cell subtypes, as distinguished by differentially expressed genes. It is important to note that the mice have additional testis cell types and numbers than pig. In addition, a greater number of genes were also detected in mouse testicular cells. 

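At the same settings the mouse testis gave 16 clusters and the pig testis 21, and at resolution 0.4 13 and 15. A cluster number follows the settings as well as cell types, and whether it follows depth was not tested. Sertoli-, Leydig-, fibroblast-, macrophage- and endothelial-like clusters were found in both species, a T or NK-like cluster in the mouse alone, and an undifferentiated spermatogonia-like cluster in the pig alone. Neither difference held under all settings: without called doublets 63 pig cells were T or NK-like, and at resolution 0.4 no pig cluster was undifferentiated spermatogonia-like.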

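The median number of genes per testis cell was 1988 in the mouse and 2269 in the pig, a log2 ratio of −0.19. With every cell thinned to 1000 UMIs, which left out 0 cells of both libraries, the medians were 751 and 639, and the ratio changed direction to 0.23. Over the whole library more genes were detected in more than 3 cells in the mouse (35354) than in the pig (16724). The gene lists of the species differ in length, so a thinned comparison still counts genes that only the mouse list names. The libraries were also counted with different versions of PISA. From the germ cell subtypes and their differentially expressed genes, the cell types and the genes detected, the paper proposes that spermatogenesis may differ in mechanism between the species.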

Overall, the mechanisms of spermatogenesis might differ between mice and pigs.

### 3.3. Gene Expression Patterns of Testes in Mice and Pigs

To determine the specific class of genes associated with the differences between mouse and pig testes, we investigated the contribution of different gene categories to the overall UMAP. Here, we visualized several representative markers of mouse and pig testes (Figure S3). 

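Acrv1 reached 213 CPM in mouse spermatid-like cells and 96.7 CPM in the other germ cells, a log2 ratio of 1.14 (1.08 to 1.20). In the pig, ACRV1 reached 138 and 96.7 CPM, 0.51 (0.45 to 0.58). In both species the level was highest in round spermatid-like cells, at 639 CPM for Acrv1 and 566 CPM for ACRV1, and low in elongating spermatid-like cells, at 20.2 and 18.6 CPM.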

The Acrv1 (ACRV1) gene was significantly expressed in mouse and pig spermatids (Figure S3A,B). There are many typical genes that are expressed differentially between the two species. 

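Stra8 reached 478 CPM in mouse spermatogonia-like cells, from 541 UMIs, and 0.607 CPM in all other germ cells, a log2 ratio of 9.62 (9.20 to 10.07).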

Stra8 was specifically expressed in mouse differentiating spermatogonia (Figure S3A). In contrast, it was barely expressed in pig testis cells (Figure S2). 

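STRA8 reached 43.0 CPM in pig spermatogonia-like cells, from 290 UMIs, and 2.94 CPM in the other germ cells, 3.87 (3.60 to 4.15) on the log2 scale. Over all kept testis cells the level of the pig gene, 6.29 CPM, was near that of the mouse gene, 6.27 CPM. With 4000 variable genes the pig ratio changed direction, to −1.51. In that run 57 cells were spermatogonia-like and 878 germ cells fitted no single stage.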

Another differentiating spermatogonial gene, Sohlh1, which is also expressed in Aal, and A1–A4, is expressed at intermediate levels; it is expressed at low levels in B spermatogonia [29]. 

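In mouse spermatogonia-like cells Sohlh1 reached 123 CPM against 2.08 CPM in the other germ cells, a log2 ratio of 5.89 (5.55 to 6.22). Among the pig features used here 0 carry the symbol SOHLH1, so its level in pig cells was not analysed here.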

Sohlh1 is specifically expressed in differentiated mouse spermatogonia but was not detected in pigs (Figure S3A). 

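CCNB2 and SYCP2 were both higher in pig spermatocyte-like than in other germ cells, with 672 against 64.1 CPM for CCNB2, 3.39 (3.33 to 3.45) on the log2 scale, and 219.9 against 51.3 CPM for SYCP2, 2.10 (2.03 to 2.17).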

The expression of the CCNB2 gene was like that of SYCP family genes in single-cell samples of pig testes (Figure S3B). Leydig cells were defined by Star and Insl3 and macrophages specifically expressing the genes for Cd68 and Cd74 in mouse. Similarly, we identified pig Leydig cells with the marker genes STAR and INSL3 (Figure S3A,B).

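In mouse Leydig-like cells over all other testis cells, Star reached 786 against 10.4 CPM, 6.24 (6.14 to 6.34) on the log2 scale, and Insl3 269 against 2.50 CPM, 6.75 (6.55 to 6.96). In mouse macrophage-like cells Cd68 reached 255 against 0.793 CPM, 8.33 (7.92 to 8.74), and Cd74 2146 against 1.80 CPM, 10.22 (9.99 to 10.46).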

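In the pig Leydig-like cells STAR reached 688 against 16.6 CPM, 5.37 (5.23 to 5.51) on the log2 scale, and INSL3 31883 against 34.5 CPM, 9.85 (9.79 to 9.91).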

### 3.4. Developmental Trajectory-Related Differences between Mice and Pigs during Spermatogenesis Development

We applied Monocle2 to infer the pseudotemporal trajectory of cells from a cohort of germ cells involved in the spermatogenesis. Based on our UMAP clustering analysis, we selected undifferentiated spermatogonia, differentiating spermatogonia, spermatocytes1, and spermatids2 clusters from mice to generate germ cell fate trajectories. 

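A small pig cluster of 25 cells was undifferentiated spermatogonia-like by its markers. In it SOX9 reached 19.2 CPM (7.06 to 41.9), GATA4 38.5 CPM (19.9 to 67.2) and WT1 41.7 CPM (22.2 to 71.3), from 6, 12 and 13 UMIs. In the differentiating spermatogonia-like cells the levels of SOX9, GATA4 and WT1 were 11.5, 14.2 and 34.7 CPM, so beyond counting error only GATA4 was raised in the small cluster, and all remained far below the Sertoli-like level. ZBTB16, a marker of undifferentiated spermatogonia in the paper, was at only 9.62 CPM in the small cluster, from fewer UMIs than SOX9. In all pig spermatogonia-like cells it was at 27.2 CPM, so it gives the name of this cluster no backing. Whether this is the cluster that the paper left out was not tested.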

In pigs, the cluster of undifferentiated spermatogonia contains a fraction of Sertoli cells. Hence, this cluster was excluded. We selected differentiating spermatogonial, spermatocytes1, spermatocytes2, and spermatids3 clusters to perform a pig trajectory study. 

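Germ cells were ordered with diffusion pseudotime on 10 diffusion components of the germ cell graph, rooted at the cell nearest the centre of the spermatogonia-like cells, in place of Monocle 2. The cells of a class were split along this order into 5 bins of equal size, and a trend is given as the log2 ratio of the last over the first bin. In the mouse the median order followed the stages: 0.0899 for spermatogonia-like, 0.605 and 0.648 for early and late spermatocyte-like, 0.748 for round and 0.899 for elongating spermatid-like cells. In the pig it did not: elongating spermatid-like cells (0.9004) came before round ones (0.948), and undifferentiated (0.320) after differentiating spermatogonia-like cells (0.0608). Bins of pig spermatids at these settings therefore cannot be read as maturation. Round came before elongating spermatid-like cells with 4000 variable genes (0.795 and 0.898) and by little with at most 20% mitochondrial UMIs (0.921 and 0.930). With 4000 variable genes the other named pig stages were in order too. That run had no differentiating spermatogonia-like cluster, so their place was not tested, and 878 germ cells fitted no single stage. Within the spermatogonia-like cells of both species the bins count from the centre of the class outward, so they are not times of development. An order of this kind runs from the root by construction and was not compared with the states of the paper's trajectories.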

Unbiased dynamic cell trajectory analysis of the pseudotime order with spermatogonia from both mice and pigs (Figure S5A,B) yielded continuous development. The mouse trajectory yielded eleven developmental hierarchies (State 1–11), while the pig trajectory yielded five developmental hierarchies (State 1–5).

### 3.5. Spermatogonia Development Trajectory and Gene Expression Profiles between Mice and Pigs

To further analyze the pseudotime differences in spermatogenesis between the two species, we extracted the trajectory of germ cell development in spermatogonial clusters from mice and pigs (Figure 3A,B). Specifically, the development trajectory analysis of mouse spermatogonia included a total of 1555 single cells, involving undifferentiated spermatogonial clusters and differentiated spermatogonial clusters, while the development trajectory analysis of pig differentiating spermatogonia included only 536 single cells. 

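The spermatogonia-like clusters used here held 236 mouse cells, in bins of 47 or 48 cells, and 490 pig cells, in bins of 98. The mouse cluster also carried markers of early spermatocytes, so a trend within it can be a change in the mix of stages.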

A more systematic analysis via heatmap and clustering provided a format to explore and display the gene ontology (GO) terms as well as the magnitude of genes that showed dynamic expression along with the germ cell differentiation timeline (Supplementary Materials Figures S1–S6). Projecting the mouse spermatogonia onto the development trajectory revealed three stages in the timeline (from state 1 to state 3 to state 2). 

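From the centre of the mouse spermatogonia-like class outward Rhox13 had 206 CPM in the first and 193 CPM in the last bin, a log2 ratio of −0.091 (−0.82 to 0.62). Most alternatives gave a fall: −1.43 with 30 neighbours, −1.88 with 4000 variable genes, −2.89 with 500 or more genes per cell, −1.94 with at most 20% mitochondrial UMIs, −1.21 without called doublets and −0.79 at resolution 0.4. With the class alone in the diffusion map the ratio was 0.35. These bins do not start at the earliest cells.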

We observed that the first state of these cells was predominantly composed of genes specifically expressed in differentiating spermatogonia, such as Stra8, Sohlh1, Dmrt, and Rhox13 (Supplementary Table S7). Rhox13 has been confirmed to be required for quantitatively normal first-wave spermatogenesis in mice [30]. 

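Along mouse spermatogonia-like cells Id4 had 28 UMIs in all and no trend beyond counting error, −0.78 (−2.93 to 1.07) on the log2 scale. Cox8c rose from 319 to 471 CPM, 0.56 (0.060 to 1.07), Tex101 from 417 to 999 CPM, 1.26 (0.87 to 1.66), and Tesmin from 29.4 to 64.5 CPM, 1.13 (−0.47 to 2.87). Tex101 and Tesmin were highest in the fourth bin, at 1475 and 109 CPM. The direction for Tex101 changed under 5 settings, for example to −2.21 with 500 or more genes per cell and to −0.51 without called doublets. The order counts from the centre of the class and not from its earliest cells.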

The next developmental stage (state 3) along the developmental trajectory corresponds to the undifferentiated spermatogonial marker Id4 and the additional increase in the expression of genes involved in cell cycle activation and control, such as Cox8c, Tex101, Pixil1, and Tesmin. The subsequent cluster (state 2) was enriched in biological processes such as ribonucleoprotein complex biogenesis and mRNA processing (Supplementary Table S7). Based on the gene expression patterns and GO heatmap (Supplementary Materials Figure S1), we assigned state 1 as a mouse that sporadically differentiated during the first wave of spermatogenesis. State 2 was related to the meiosis process. State 3 included some of the cells that provide energy and raw materials for mitosis.

Coincidently, in the trajectory analysis of the development of differentiating spermatogonia in pig testes, the GO term “meiosis process” was evident at the midpoint of the trajectory of the development of differentiating spermatogonia in pig testes (state 3). At the end of the pesudotime trajectory, the process of mitosis began to increase (state 6) (Supplementary Materials Figure S2A). This suggested that the filtered spermatogonia data in mice and pigs both had two distinct types at the end of the trajectory, one undergoing mitosis to increase its number and the other undergoing meiosis to initiate spermatogenesis.

### 3.6. Different Dynamic Gene Expression Patterns of Spermatogonia in Mice and Pigs

Monocle provides a convenient way to screen all pseudotime-dependent genes and identify genes following similar kinetic trends. Furthermore, we identified gene expression signatures associated with distinct developmental stages. The heterogeneity of gene dynamics in mouse and pig spermatogonia was compared. For mouse spermatogonia, we examined the developmental trajectory expression of classical genes such as Id4, Piwil1, Sohlh1, and Stra8 (Figure S5C–F). As shown in the figure, Stra8 and Sohlh1 were expressed only at the beginning of spermatogenesis [31]. 

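In the spermatogonia-like cells Stra8 was highest in the fourth bin, at 878 CPM (265 UMIs), with 231 CPM in the first and 464 CPM in the last bin, 1.01 (0.46 to 1.57) on the log2 scale. Sohlh1 was highest in the third bin, at 179.7 CPM (47 UMIs), with 108 CPM in the first and 58.0 CPM in the last bin, −0.90 (−2.20 to 0.28). The direction for Stra8 changed to −0.76 with 30 neighbours and to −0.35 with 4000 variable genes. The first bin holds the cells nearest the centre of the class, so the bins do not test whether these genes are confined to the start.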

KIT, a marker for differentiating spermatogonia [32] is directly regulated by Sohlh1 [33]. Interestingly, the developmental trajectory of Piwil1 expression in mice was similar to that of KIT in pig [34] (Figure S5D,J). The expression levels of these genes were elevated in the middle trajectory. 

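Over the 5 bins of mouse spermatogonia-like cells Piwil1 was at 63.8, 38.1, 53.5, 63.0 and 32.2 CPM, from 59 UMIs in all. Over the 5 bins of pig spermatogonia-like cells KIT fell throughout, from 480.1 through 375, 348 and 215 to 161 CPM, a log2 ratio of −1.57 (−1.80 to −1.35). In the pig KIT was highest in the second bin with at most 20% mitochondrial UMIs (367, 470.2 and 137 CPM in the first, second and last bin) and with the class alone in the diffusion map (389.7, 520.3 and 164 CPM). Neither order begins at the earliest spermatogonia, so no middle of a trajectory can be read from it.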

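Between classes, Piwil1 rose from 52.1 CPM in mouse spermatogonia-like to 1114 CPM in early spermatocyte-like cells, and was at 160.0 CPM in late ones. Within spermatogonia-like cells it had no trend beyond counting error, −0.98 (−2.83 to 0.60) on the log2 scale. With 30 neighbours, with 500 or more genes per cell, at resolution 0.4 and without called doublets Piwil1 was highest in the last bin. Without called doublets it rose from 25.8 to 141 CPM, while Sohlh1 went from 108 to 70.5 CPM. The level of Piwil1 in spermatogonia-like cells lay below that in Sertoli-like cells (122 CPM), so a background of free RNA was not separated from it.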

In mouse spermatogonia, when Sohlh1 expression ended, Piwil1 expression immediately increased (Figure S5D,E). This is likely because of the potential relationship between the two genes. We also visualized several classic differentially expressed genes that exhibited dynamic expression during the mouse spermatogonial trajectory, such as Dkkl1 and Rbakdn. 

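Dkkl1 rose along mouse spermatogonia-like cells from 329 to 877 CPM, 1.42 (0.98 to 1.86) on the log2 scale, and Rbakdn from 304 to 793 CPM, 1.38 (0.93 to 1.85). These bins run from the centre of the class outward, with the lowest level in the second for Dkkl1 (209.7 CPM) and in the third for Rbakdn (245 CPM). Both were much higher in early spermatocyte-like cells, at 2857 and 3563 CPM. Dkkl1 also reached 1438 CPM in Sertoli-like, 970.0 CPM in fibroblast-like and 782 CPM in macrophage-like cells, above its 397 CPM in spermatogonia-like cells, so free RNA was not separated from low levels of these genes.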

Their expression levels gradually increased along the developmental trajectory (Figure S5G,H). A recently published study showed that DKKL1 may play a pivotal role in testicular development and spermatogenesis [35]. Rbakdn is specifically expressed in the mouse testis, and its expression level continued to increase after the meiosis stage [36].

For pigs, we visualized the differentiating spermatogonial marker genes DMRT1 and KIT [37] (Figure S5I,J). 

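Along pig spermatogonia-like cells DMRT1 fell in every bin, from 364 through 342, 313 and 261 to 230.1 CPM, a log2 ratio of −0.66 (−0.87 to −0.45). With the class alone it was highest in the second bin, at 383 against 369.6 CPM in the first. This order starts at the centre of the class and puts undifferentiated after differentiating cells, so it does not test a rise over time.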

The expression levels of these genes gradually increased over time, and after reaching a peak, their expression levels gradually decreased. A high expression level corresponds to a cell state in which meiosis is enriched. However, the expression trend for ART3 was exactly the opposite (Figure S5K). It has been reported that ART3 expression is related to the quantitative impairment of spermatogenesis [38]. 

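ART3 rose in every bin of the pig spermatogonia-like cells, from 23.6 CPM in the first to 395 CPM in the last, 4.06 (3.52 to 4.66) on the log2 scale, and reached 1886 CPM in early spermatocyte-like cells. The bins are not times of development.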

TEX101 was only expressed at the beginning of the developmental trajectory and was also named state 1 (Figure S5L). 

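TEX101 had 53 UMIs in pig spermatogonia-like cells, of which 2 lay in the first bin and 37 in the last, 1.63 (0.197 to 5.89) against 27.4 CPM (19.3 to 37.7), a log2 ratio of 4.07 (2.12 to 7.17). In early spermatocyte-like cells TEX101 reached 777 CPM. Since the first bin is the centre of the class, the beginning of the trajectory is not tested by it.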

Previous studies have shown that TEX101 is expressed only in germ cells and is thought to be involved in spermatogenesis in adult male mice [39]. This showed that the expression pattern of these genes was closely related to their function. For DEGs related to the trajectory of pig spermatogonial development, we visualized ELAVL2 and UCHL1 (Figure 3C). 

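Counted from the centre of the class, UCHL1 was highest in the third bin of pig spermatogonia-like cells, at 407 CPM, and fell from 390.5 CPM in the first to 184 CPM in the last, −1.08 (−1.31 to −0.86) on the log2 scale. With at most 20% mitochondrial UMIs per cell the direction changed, to 0.29. Against other germ cells its log2 ratio was 6.80 (6.58 to 7.03).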

ELAVL2 plays posttranscriptional roles in the regulation of spermatogonial proliferation and apoptosis [40]. UCHL1 in the testis can induce germ cell apoptosis and control factors that protect against apoptosis during spermatogenesis [41].

KIT, DMRT1, and ELAVL2 were highly expressed in different spermatogonial clusters; however, the development trajectory of ELAVL2 was obviously different. However, the expression of ELAVL2 increased in the late stage of development (state 6), which was enriched in the mitotic process (Figure 3C). 

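In pig spermatogonia-like cells ELAVL2 reached 238 CPM against 18.0 CPM in other germ cells, 3.72 (3.61 to 3.84) on the log2 scale. In the mouse Elavl2 reached 126 against 1.68 CPM, 6.24 (5.89 to 6.58).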

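Over the 5 bins of pig spermatogonia-like cells, which are not times of development, ELAVL2 was at 219, 213, 252, 239 and 266 CPM, a log2 ratio of last over first of 0.28 (0.049 to 0.51). With 30 neighbours the direction changed, to −0.37. In the small undifferentiated spermatogonia-like cluster ELAVL2 reached 423 CPM.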

We were particularly interested in ELAVL2 in spermatogonial cells from mice and pigs. To investigate the extent of synchrony, or lack thereof, between gene expression at the RNA and protein levels and to validate our single-cell RNA-seq profiles at the protein level, we performed IF (immunofluorescence) staining of the ELAVL2 gene. Immunofluorescence staining also showed that ELAVL2 was abundantly distributed in mouse and pig spermatogonia. As shown in the figure, DDX4, which is an RNA helicase expressed in the germ cells of all animals [42]^,^ and ELAVL2 were double stained in mouse and pig testes, respectively. Costaining of DDX4 and ELAVL2 further highlighted these differences between spermatogonia and other germ cells (Figure 3D and Figure S36).

### 3.7. Developmental Differences between Mouse and Pig Spermatocyte Clusters

After establishing the developmental pathways of spermatogonial cells, we integrated the scRNA-seq dataset with available clusters of spermatocytes. These clusters had an atlas of 2504 single cells from mice and an atlas of 1597 single cells from pigs. 

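The spermatocyte-like clusters held 3647 mouse cells, of which 881 were early and 2766 late, and 1582 pig cells, of which 46 were early and the other 1536 not resolved further. Each was split into 5 bins of the pseudotime order.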

Notably, both mouse and pig developmental trajectory trends were similar and contained five states (Figure 4A,B). Pseudotime analysis allowed us to reconstruct the developmental pathways involved in spermatocyte development, including gene dynamic expression and biological process enrichment. Along the spermatocyte developmental trajectory, we compared the enriched biological processes between mice and pigs. In mouse spermatocyte pseudotime GO terms (Supplementary Tables S11 and S12), biological processes such as the regulation of nuclear division, axoneme assembly, and plasma membrane bound cell projection assembly were enriched in the first stage (Supplementary Materials Figure S3B). Similarly, in the first stage, GO terms for pig spermatocytes (Tables S13 and S14), multicellular organismal reproductive process, cell maturation, and regulation of the cell cycle were enriched (Supplementary Materials Figure S4A). Next, we examined the GO analysis of mouse state 3 along the developmental trajectory. Synapse organization, male gametogenesis, and assembly reproduction processes were enriched in this group. The corresponding state in pig spermatocytes was state 2, which was enriched in secretory granule organization, spermatid differentiation, and cytoplasmic translation. The last state of the mouse spermatocyte developmental trajectory was state 4, in which protein localization to the mitochondrial membrane, chromosome condensation, and DNA packaging processes were established and enriched. In the pig spermatocyte developmental trajectory, the last state was state 3, where spindle organization, cell cycle processes, and Golgi vesicle transport were enriched. In both mouse and pig spermatocytes, biological processes associated with meiosis were highly enriched.

### 3.8. Dynamic Gene Expression Patterns between Mice and Pigs

To link developmental stage and gene transcription, we analyzed highly expressed genes in developmental trajectory cells from the mouse and pig spermatocytes. Moreover, we detected the expression of multiple genes involved in processes unique to spermatocytes. 

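Along mouse spermatocyte-like cells Sycp2 fell from 544 to 128 CPM, −2.09 (−2.19 to −1.98) on the log2 scale, and Sycp3 from 718 to 127 CPM, −2.50 (−2.60 to −2.39). Both fell in every bin. At resolution 0.4 the Sycp3 ratio moved most, to −2.13.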

The expression levels of the spermatocyte marker genes Sycp2 and Sycp3 [43] were found to be high in initial spermatocytes, but decreased gradually in later stages in mice (Figure S7C,D). The projection of the expression levels of SYCP family genes in pigs was in stark contrast to that in mice. The expression levels of these genes gradually increased in the later stages (Figure S7I,J). 

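Along pig spermatocyte-like cells SYCP3 rose from 213 to 394 CPM, 0.88 (0.78 to 0.99) on the log2 scale. SYCP1 had about the same level in the first and last bins, 205 and 210.4 CPM, 0.037 (−0.088 to 0.16). Between them it was lower in the second bin, at 121 CPM (112 to 132), and reached 215 CPM in the fourth. SYCP2 fell from 288 to 163 CPM, −0.82 (−0.94 to −0.69). With 4000 variable genes the direction changed for SYCP3, to −0.77, and for SYCP2, to 0.31, and SYCP1 fell from 223 to 128 CPM. With the class alone SYCP1 rose, by 1.49. From these genes the paper states that the course in pigs is opposite to that in mice.

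**Figure D1:**
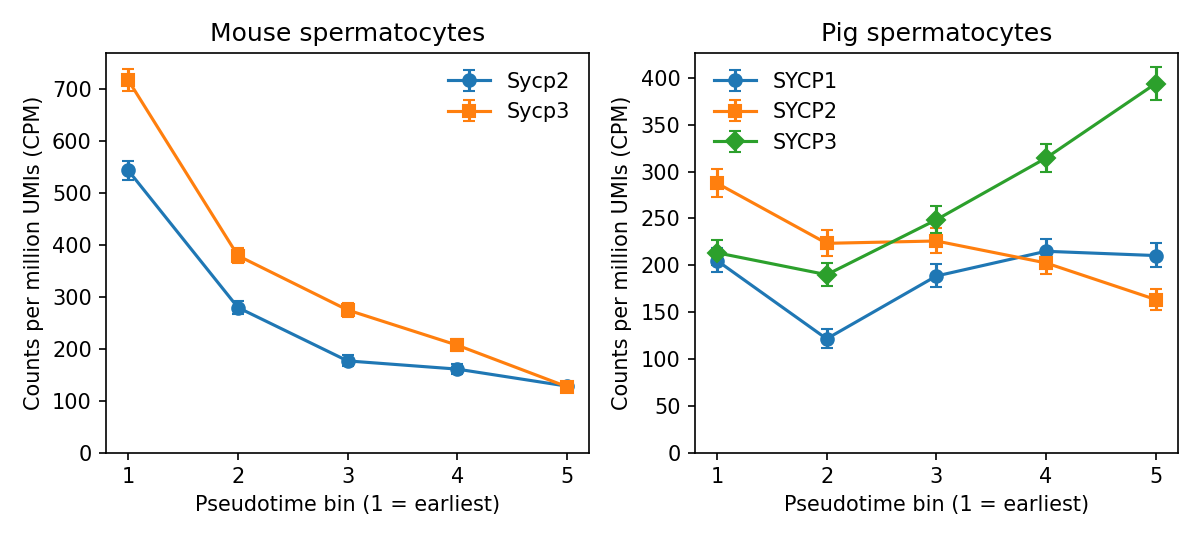
Expression of Sycp2 and Sycp3 in mouse and of SYCP1, SYCP2 and SYCP3 in pig spermatocyte-like cells, in CPM (y-axis, scaled separately per panel) by pseudotime bin (x-axis, 5 bins of equal cell number). Error bars are exact 95% Poisson intervals of the summed counts.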

The spermatid marker gene Acrv1 was highly expressed in mouse spermatocytes at developmental trajectory state 4 (Figure S7A) [44] and pig spermatocytes at developmental trajectory state 3 (Figure S7G). It has been reported that the Acrv1 promoter is loaded with RNA II polymerase but paused in spermatocytes, thus ensuring precise transcriptional elongation in round spermatids [45]. Hence, Acrv1 expression in early spermatocytes is restrained but gradually increases in the late stage of spermatocytes. 

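Acrv1 rose along mouse spermatocyte-like cells from 9.37 to 291 CPM, 4.96 (4.58 to 5.36) on the log2 scale. ACRV1 rose along pig spermatocyte-like cells from 59.0 to 279.6 CPM, 2.24 (2.06 to 2.43), with its lowest level in the second bin (27.8 CPM). With 4000 variable genes the pig direction changed, to −2.65.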

Another typical spermatid marker gene, Catsper4, is also expressed in mice in the spermatid stage 4. 

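Along mouse spermatocyte-like cells Catsper4 rose from 4.85 to 109 CPM, 4.49 (3.97 to 5.07) on the log2 scale, and it reached 175 CPM in round spermatid-like cells.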

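Along pig spermatocyte-like cells CATSPER3 was at 17.9, 13.8, 11.7, 13.7 and 13.5 CPM over the 5 bins, from 354 UMIs, with a log2 ratio of last over first of −0.41 (−0.88 to 0.067).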

CATSPER3 was expressed in the last stage of spermatocytes in pigs. We also plotted the classical developmental trajectory DEGs of mouse and pig spermatocytes and visualized them in plots (Figure S7E,F and Figure 4C). Lyar was highly expressed in all mouse spermatocytes (Figure S7F), which is consistent with previous research showing that the protein is present in spermatocytes [46]. 

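In mouse spermatocyte-like cells Lyar reached 5699 CPM against 1324 CPM in other germ cells, 2.11 (2.09 to 2.12) on the log2 scale. Over the bins it lay between 5159.8 and 6237 CPM, with a last over first log2 ratio of 0.013 (−0.0094 to 0.034).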

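Ccna1 rose in mouse spermatocyte-like cells from 103 CPM in the first to 607 CPM in the third bin and was at 349 CPM in the last, 1.76 (1.64 to 1.89) on the log2 scale.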

The potential mouse spermatocyte marker Ccna1 also had a high degree of similarity with the Sycp3 gene in terms of developmental trajectory (Figure S7D,E). The Ccna1 protein encoded by this gene belongs to the highly conserved cyclin family, whose members are characterized by a dramatic periodicity in protein abundance throughout the cell cycle [47]. Thus, we deduced that Ccna1 might be a suitable marker of spermatocytes in mice. 

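Against other germ cells Ccna1 reached 387 against 67.2 CPM in mouse spermatocyte-like cells, 2.53 (2.47 to 2.58) on the log2 scale, near the ratio of Sycp3. From the trajectory the paper proposes Ccna1 as a marker of mouse spermatocytes.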

Among the DEGs related to the developmental trajectory of pig spermatocytes, CCNB2 and NKE2 were shown to be dynamically expressed (Figure 4C). The expression level of these genes peaked in state 1 and then gradually decreased. 

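CCNB2 and NEK2 were highest in the second bin of pig spermatocyte-like cells, at 910.0 and 1448 CPM. From first to last bin CCNB2 fell from 621 to 462 CPM, −0.43 (−0.51 to −0.35) on the log2 scale, and NEK2 from 1169 to 623 CPM, −0.91 (−0.97 to −0.84). The direction for CCNB2 changed to 1.44 with 4000 variable genes and to 0.28 at resolution 0.4, and for NEK2 to 1.20 with 4000 variable genes.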

Studies in mouse testes have shown that Nek2 may play an important role during mitosis and meiosis in mice and pigs [48]. CCNB2 is a crucial gene required for cells to enter the M phase during mitosis and meiosis [49]. As anticipated, high expression of CCNB2 was observed in pig spermatocytes. 

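Among pig germ cells CCNB2 was at 95.4 CPM in spermatogonia-like, 132 CPM in early spermatocyte-like, 682 CPM in the other spermatocyte-like and 178 CPM in round spermatid-like cells. In Leydig-like cells it was at 33.8 CPM, from 32 UMIs.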

To refine our analysis, we examined the expression of this protein in mouse and pig testes by CCNB2 immunofluorescence (Figure 4D). Our study demonstrated the expression of CCNB2 in early-stage spermatocytes and epithelial cells, as well as spermatogonia in pigs. Additionally, our findings revealed the presence of CCNB2 protein in Leydig cells in mice, which aligns with the developmental trajectory analysis. Therefore, CCNB2 could serve as a valuable marker for identifying Leydig cells in mice.

### 3.9. Unique Haploid Transcriptome Facilitates Spermiogenesis

Mouse and pig steady state spermatogenic cell clusters (Figure S2A,B) expressing spermatid genes (mouse cluster spermatids2; pig cluster spermatids3) were further resolved via developmental trajectory analysis based on DEG patterns in each species. There were 1348 single cells in the mouse spermatid developmental trajectory and 1295 single cells in the pig spermatid developmental trajectory. 

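The spermatid-like clusters held 5903 mouse cells, of which 1428 were round, 3508 elongating and 967 not resolved further, and 2640 pig cells, of which 414 were round and 2226 elongating. All of them were used, without the removal of branches.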

Their developmental trajectory analysis revealed a common pool of progenitor cells that subsequently separated into two branches (Figure S7A,B). We removed the branches and analyzed only the main line in the spermatid developmental trajectory. Each branch was divided into three clusters to construct a GO heatmap (Supplementary Materials Figures S5 and S6). Along with mouse spermatid developmental trajectory sequencing, there were three states: state1, state2, and state4 (Figure S7A). The dynamic expression pattern of genes within clusters and the developmental trajectory indicate the potential role of biological processes. Intriguingly, genes enriched in mouse spermatids were related to centriole replication and purine nucleotide catabolic processes in the early stages according to GO analysis (Supplementary Tables S15 and S16), positive regulation of protein processing, and chromosome condensation upregulation during the latter half of the trajectory (Supplementary Materials Figure S5). According to the GO terminology, these cells undergo a process that begins with metabolic processes and ends with sperm metamorphosis in mouse spermatids. The developmental trajectory of pig spermatids begins with chromosome condensation, and spermatid development ends with protein localization and other sperm deformation processes (Supplementary Materials Figure S6).

### 3.10. Different Dynamic Gene Expression Patterns between Mouse and Pig Spermatids

To further explore the molecular differences underlying mouse and pig spermiogenesis, gene expression data or spermatids were extracted from the scRNA-seq data and combined for detailed developmental trajectory analysis. In mice, we identified specific cohorts of genes that exhibited maximal expression during the spermatid trajectory. Gsg1, which is predicted to enable RNA polymerase binding activity and is located in the endoplasmic reticulum membrane, was highly expressed in mouse spermatids (Figure S8F). 

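In mouse spermatid-like cells Gsg1 reached 4272 CPM against 364 CPM in other germ cells, 3.55 (3.53 to 3.58) on the log2 scale, and it rose from 1233 CPM in the first to 9083 CPM in the last bin, 2.88 (2.85 to 2.91). Without called doublets the rise was 3.40.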

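Spata19 was highest in the third bin of mouse spermatid-like cells, at 1701 CPM, between 552 CPM in the first and 736 CPM in the last, 0.42 (0.36 to 0.47) on the log2 scale. With 30 neighbours the direction changed, to −0.24. Against other germ cells its log2 ratio was 3.70 (3.65 to 3.76).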

Spata19 was highly expressed at stage 4 in the mouse spermatid developmental trajectory (Figure S8H). Our spermatid developmental trajectory analysis is consistent with a prior study showing that Spata19 plays an important role in sperm motility by regulating the organization and function of mitochondria [50]. 

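Defb19 and Defb36 were highest in the second bin of mouse spermatid-like cells. Defb19 was at 37.2, 152 and 49.9 CPM in the first, second and last bin and Defb36 at 12.2, 57.2 and 15.5 CPM, with last over first log2 ratios of 0.42 (0.22 to 0.63) and 0.35 (−0.022 to 0.73). Both were highest in the middle bin without called doublets, where Defb19 was at 41.4, 76.5 and 99.3 CPM in the first, second and middle bin, and with the class alone in the diffusion map (39.2, 74.8 and 128 CPM). Against other germ cells the log2 ratios of all spermatid-like cells were 0.92 (0.83 to 1.02) and 1.06 (0.91 to 1.22). Sertoli-like cells carried far more, 6.48 and 2.25 UMIs per cell against 1.24 and 0.467 in the second spermatid bin, and Leydig-like cells carried 4.14 UMIs of Defb19 per cell. Over the spermatid bins the fixed Sertoli markers moved with Defb19 and Defb36, so the UMIs of these genes in spermatid-like cells cannot be taken as their own transcription.

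**Figure D2:**
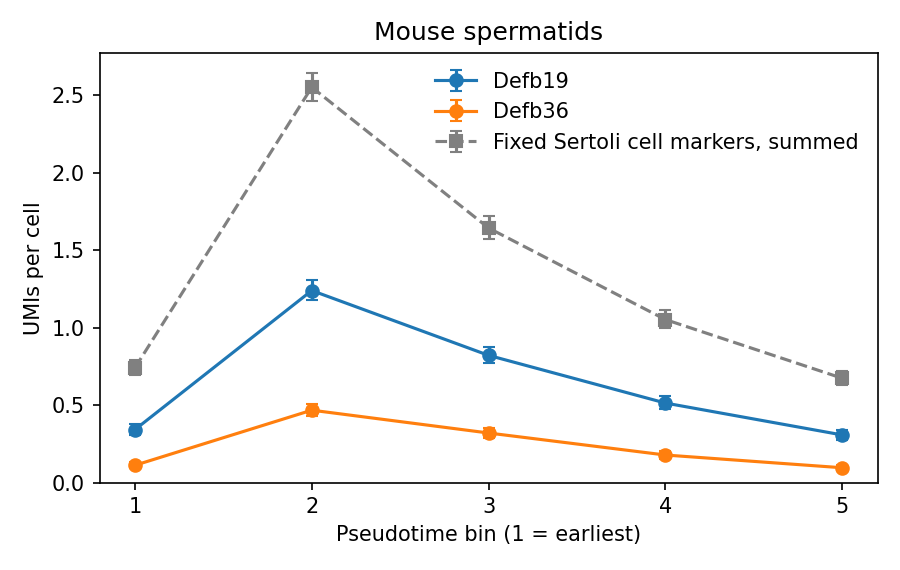
UMIs per cell (y-axis) of Defb19, of Defb36 and of 13 fixed Sertoli markers summed, by pseudotime bin of mouse spermatid-like cells (x-axis). Error bars are exact 95% Poisson intervals.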

Surprisingly, we analyzed Defb family genes in state 1, such as Defb19 and Defb36 (Figure S8C,D). β-Defensins are small antimicrobial peptides that play essential roles in male fertility [51]. The majority of β-defensins are primarily expressed in the male reproductive tract and play roles in sperm maturation and capacitation [52]. Defb19 is involved in the migration of germ cells [53]. The abundant expression of Defb genes in mouse testes protects against microbial invasion. Immunostaining revealed enrichment of Defb30 and Defb20 in the mouse epididymis (Figure S7C–G).

Similarly, in mice, the expression of GSG1 was also remarkable in the pig spermatid developmental trajectory (Figure S8J). 

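In pig spermatid-like cells GSG1 reached 4537 CPM against 278 CPM in other germ cells, 4.03 (4.00 to 4.06) on the log2 scale. Along the order, which at these settings does not follow maturation in pig spermatids, it went from 4494 to 2736 CPM, −0.72 (−0.74 to −0.69). The direction changed to 1.01 with 4000 variable genes and to 1.22 with at most 20% mitochondrial UMIs. From GSG1 the paper concludes that the spermatid clusters contain cells in meiotic anaphase.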

A previous study suggested that GSG1 plays a role late in meiosis following DNA replication [54]. The results indicated that spermatid cell clusters in mice and pigs were mixed with cells in meiosis anaphase. The HMGB4 gene was reported to be present in the euchromatin of late pachytene spermatocytes and haploid round spermatids during spermatogenesis. However, it is preferentially expressed in mouse testes and is localized to the basal pole of elongated spermatids [55]. 

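HMGB4 reached 4304 CPM in pig spermatid-like against 227 CPM in other germ cells, 4.24 (4.21 to 4.28) on the log2 scale. Its level was 1026 CPM in round and 5221 CPM in elongating spermatid-like cells. Along the order it was highest in the second bin (6075 CPM) and lowest in the last (1356 CPM), −1.69 (−1.73 to −1.66), and with 4000 variable genes the direction changed, to 1.11.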

Among our DEGs to the developmental trajectory of pig spermatids, HMGB4 was highly expressed in the late stages of spermatogenesis (Figure S8M). PHF7, a key factor in sperm chromatin aggregation [56], was highly expressed in the developmental trajectory of pig spermatids and had a trend similar to that of HMGB4 (Figure S8N). 

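PHF7 differed little between pig spermatid-like (3222 CPM) and other germ cells (2954 CPM), 0.13 (0.11 to 0.14) on the log2 scale, and with 4000 variable genes this changed direction, to −0.065. Along the order it went from 2712 to 3019.6 CPM, 0.15 (0.13 to 0.18), and with at most 20% mitochondrial UMIs to −1.37. At the settings used the order does not follow maturation in pig spermatids, so neither course shows when HMGB4 and PHF7 are expressed. Where round came before elongating spermatid-like cells, both genes rose with 4000 variable genes (1.11 and 0.39) and both fell with at most 20% mitochondrial UMIs (−1.62 and −1.37).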

Taken together, we identified cell type(s) represented in each cluster, including major spermatogenic cell types, spermatogonia, spermatocytes, and spermatids, by cell type-specific gene expression (Figure 5).

### 3.11. Single-Cell Transcriptomes of the Epididymis in Mice and Pigs

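The 3 epididymis libraries of each species were clustered together with the settings used for the testis and without batch correction, which gave 25 clusters in the mouse and 16 in the pig. At resolution 0.4 the counts were 18 and 14. Each region is 1 library, so a difference between regions is also a difference between libraries, and a cluster drawn from a single library cannot be separated from that library.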

We performed single-cell RNA-sequencing on epididymal cells from mice and pigs. The mouse and pig epididymids were divided into three functional regions: the head (caput), body (corpus), and tail (cauda). Single-cell suspensions of the caput, corpus, and cauda of mice and pigs were prepared, respectively. 

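Fibroblast-like cells made up 48.1%, 46.2% and 66.3% of the mouse caput, corpus and cauda libraries. In the pig, basal-like cells made up 39.5% and myoid-like cells 38.1% of the corpus, but only 16 and 12 cells of the cauda. T or NK-like cells made up 23.2% of the pig caput, 12.5% of the corpus and 28.2% of the cauda, and fibroblast-like cells 5.79% of the cauda. Capture differs between cell types and libraries, so these shares are not the shares in the tissue.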

First, integrative clustering of adult mouse epididymis scRNA-seq datasets was performed to identify and assign each cell to its correct subgroup. 

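By fixed markers the mouse epididymis cells were principal-like, basal-like, clear or narrow-like, fibroblast-like, myoid-like, endothelial-like, macrophage-like and T or NK-like. Clusters that met no rule held 5.07% (4.61 to 5.56) of caput, 11.9% (11.3 to 12.5) of corpus and 17.4% (16.7 to 18.2) of cauda cells, and some small clusters were spermatid-like. At resolution 0.4 the unnamed shares were 1.23%, 3.26% and 0.859%, so neither their size nor their order by region is settled. The thresholds that left cells unnamed were set after the clusters had been seen. The immune genes Cxcl1, C3 and Il33 were among the leading genes of fibroblast-like clusters, and Cd52 and Ltf among those of a principal-like cluster.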

After batch effect correction, a total of 30,307 single cells and 41,012 features were annotated and separated into multiple clusters using UMAP (Figure 6A). 

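In the mouse caput Col1a1 reached 9858 CPM in fibroblast-like and 1072 CPM in principal-like cells. Vwf reached 232 CPM in endothelial-like cells, and Csf1r and Lyz2 1147 and 2441 CPM in macrophage-like cells. In principal-like cells of caput, corpus and cauda, Cst11 was at 13116, 0.605 and 0.777 CPM and Lcn5 at 3735, 2710.0 and 3.89 CPM. Gpx3 was at 205, 3338 and 4005 CPM.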

Eleven cell clusters were defined according to the expression levels of specific markers including epithelial cells (Col1a1+), endothelial cells (Vwf+), fibroblasts (Col1a1+), monocytes (Csf1r+, Lyz2), basal cells (Krt8+), and principal cells (Cst11+, Lcn5+, Gpx3+). 

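In the pig epididymis principal-like, basal-like, clear or narrow-like, fibroblast-like, myoid-like, endothelial-like, macrophage-like and T or NK-like cells were found by the same fixed markers. Basal-like cells came almost only from the corpus (4596 of 4614 cells). Of 783 endothelial-like cells, 663 came from the corpus, 109 from the cauda and 11 from the caput.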

In the pig epididymis, there were a total of 32,575 features spanning 15,618 single cells. We constructed a single-cell atlas of the pig epididymis and defined thirteen cell clusters. Specifically, cell clusters were annotated as basal cells (KRT8+, KRT14+), monocytes (CSF1R+), myoid cells (ACTA2+), endothelial cells (VWF+), and principal cells (RNASE10+, CST11+, LCN5+, GPX3+). 

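KRT8 reached 1277 CPM and KRT14 1482 CPM in pig basal-like cells of the corpus. CSF1R reached 820.2, 488 and 354 CPM in macrophage-like cells of caput, corpus and cauda. ACTA2 reached 9704 CPM in myoid-like and VWF 628 CPM in endothelial-like cells of the corpus. LCN5 was not analysed here in the pig.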

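Of the pig cells in clusters that met no naming rule, 0 came from the caput, 244 from the corpus and 2918 from the cauda, which is 0% (0 to 0.157), 2.10% (1.84 to 2.37) and 13.3% (12.8 to 13.7) of these libraries. The caput share depends on the settings: it was 59.9% without called doublets, 22.7% at resolution 0.4 and 21.5% with 4000 variable genes.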

There are also several cell clusters that had not been clearly identified as cell types and these clusters were mostly derived from the cauda of the pig epididymis (Figure 6B).

### 3.12. Distinctive Principal Cell Programs across the Epididymis in Mice and Pigs

According to the marker genes of different epididymal regions, we found multiple discrete groups of principal cells arrayed along the mouse epididymis (Figure 6A), which is consistent with the findings of a previous study [6]. 

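Principal-like cells made up 23.7% (22.8 to 24.7) of the mouse caput, 26.2% (25.4 to 27.0) of the corpus and 4.87% (4.47 to 5.31) of the cauda. Ratios between regions compare principal-like cells with the higher of the other regions. A region is a library here, and a cluster can span libraries. The principal-like cluster with Lcn5, Defb30 and Rnase9 among its leading genes held 326 caput and 411 corpus cells. For the caput the log2 ratio was 13.07 (11.53 to 15.35) for Rnase10, 14.04 (11.56 to 19.35) for Cst11, 6.77 (6.63 to 6.90) for Lcn2 and 5.05 (4.94 to 5.15) for Mfge8. With all kept cells of a library in place of principal-like cells the ratio of Rnase10 moved most, to 9.97. For the corpus it was 1.30 (1.24 to 1.36) for Rnase9, −0.46 (−0.49 to −0.44) for Lcn5 and −0.42 (−0.53 to −0.31) for Plac8, the last changing direction to 1.03 with all kept cells. For the cauda it was 0.37 (0.33 to 0.41) for Crisp1, 0.26 (0.22 to 0.31) for Gpx3 and 1.36 (−2.03 to 3.97) for Ccn3. With all kept cells Crisp1 and Gpx3 changed direction, to −1.65 and −0.58. Ccn3 had 2 UMIs in the cauda cells. Aqp3 had 0 UMIs there and 3 in the caput, too few for a ratio. Among all genes at 100 CPM or more the largest ratios, all for the caput, belonged to Spag11b (14.60), Lcn10 (14.14), Cst11, Lcn8 (13.80) and Gpx5 (13.25).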

Regional expression of epididymal principal cells has been demonstrated in mice but not in pigs. In contrast to the principal cells of the epididymis in mice, the marker genes for the principal cells of the epididymis in pigs is the subject of relatively few genome-wide studies. Similarly to those in the mouse epididymis, principal cells in the pig epididymis were also detected using caput principal cell marker genes such as RNASE10, CST11, LCN2, and MFGE8; corpus principal cell marker genes such as LCN5, RNASE9, and PLAC8; and cauda principal cell marker genes such as AQP3, NOV, GPX3, and CRISP1 (Table S2). Conversely, only caput and corpus principal cells were found in the pig epididymis (Figure 6B).

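In pig principal-like cells of the caput over those of the cauda the log2 ratio was 11.35 (11.12 to 11.59) for RNASE10, 9.81 (9.49 to 10.14) for CST11, 2.51 (2.34 to 2.68) for LCN2 and 4.25 (4.13 to 4.38) for MFGE8. For the cauda over the caput it was 5.50 (5.38 to 5.62) for CRISP1, 0.22 (−1.27 to 1.83) for GPX3, −1.19 (−1.56 to −0.81) for NOV and −4.82 (−5.34 to −4.35) for AQP3. With 500 or more genes per cell the ratio of cauda over caput was 5.48 for CRISP1, while NOV changed direction, to 0.84. In that setting 62 corpus cells were principal-like, and CRISP1 was lower in the cauda than in them, with a log2 ratio of −0.53. GPX3 had 11 UMIs in the cauda and 7 in the caput cells. At the settings used no corpus cluster was principal-like, so corpus genes were compared over all kept cells of each library: 3.27 (3.18 to 3.36) for RNASE9 and −2.63 (−2.78 to −2.48) for PLAC8. In the unnamed corpus cluster RNASE9 reached 13395 CPM and CRISP1 1738 CPM. Between cauda and caput the largest ratio of a gene with a symbol named for the cauda was that of DEFB136, at 14.22 with a counting interval of 11.75 to 19.53. DEFB136 was also among the leading genes of the unnamed corpus cluster, which this ratio leaves out.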

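Principal-like cells made up 49.2% (47.2 to 51.3) of the pig caput, 0% (0 to 0.0317) of the corpus and 48.0% (47.4 to 48.7) of the cauda. With 500 or more genes per cell the cauda share was 37.0%, and 62 corpus cells were principal-like. Without called doublets the caput share was 26.3%. The principal-like clusters of caput and cauda each came from 1 library, and these libraries were counted with different versions of PISA. The unnamed corpus cluster carried regional genes of the corpus but missed the naming rule. The paper reports that it found pig principal cells of caput and corpus alone.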

We aimed to gain further insights into the gene transcription of epithelial cells across the epididymis. We identified differentially expressed genes (DEGs) using the Find Markers function in Seurat. Analyses of genes conserved in the mouse epididymis and pig epididymis for each cell cluster were also performed (Figure S4A,B). 

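Krt8 reached 359 CPM in mouse principal-like and 749 CPM in the 103 basal-like cells, −1.06 (−1.23 to −0.89) on the log2 scale. Within the caput the values were 248 and 881 CPM, and within the corpus 482 and 330.4 CPM, the latter from 26 UMIs, 0.55 (−0.0078 to 1.16). In the pig KRT8 reached 299.5 CPM in principal-like and 1278 CPM in basal-like cells of all regions, −2.09 (−2.13 to −2.06), but these types came from different libraries. Equal weight per cell moved the mouse ratio most, to −0.53. Basal-like clusters of the mouse were absent without called doublets, at resolution 0.4 and with 4000 variable genes. Leading genes of the mouse basal-like cluster included Upk3b and Msln, which mark mesothelium, besides Krt5 and Krt15, so its name is uncertain. In fibroblast-like cells of the mouse caput Krt8 was at 4.38 CPM.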

As shown in the gene expression map, the basal cell marker gene Krt8 (KRT8) was also highly expressed in the principal cells of both mice and pigs. KRT8 plays a role in maintaining cellular structural integrity and functions in signal transduction and cellular differentiation [57,58]. Basal cells can regulate electrolyte and water transport via principal cells [59]. Therefore, KRT8 (Krt8) may play an important role in transduction between principal cells and basal cells. The genetic mechanism of this signaling pathway in principal cells and basal cells is worthy of further investigation. Studies over the past 15 years have shown that β-defensins are abundantly expressed in the postnatal epididymides of different species [24,60,61]. The most notable feature of region-specific gene regulation in the epididymis is the segmental expression of individual members of large multigene families that are organized in genomic clusters, including β-defensins. Here, we projected UMAP of highly expressed Defb genes in mice and pigs. 

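The beta-defensin genes with most counts in mouse principal-like cells were, in the caput, Defb20 followed by Defb25 (10152 CPM) and Defb47 (8169 CPM), in the corpus Defb28, Defb22 (2244 CPM) and Defb30, and in the cauda Defb28, Defb2 (4741 CPM) and Defb43 (2124 CPM). In pig principal-like cells they were, in the caput, DEFB128, DEFB124 (16693 CPM) and DEFB113 (10513 CPM), and in the cauda DEFB135 (7314 CPM), DEFB115 (3672 CPM) and DEFB136 (1755 CPM).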

Interestingly, these genes were highly expressed in both mouse and pig epididymis principal cells (Figure S4A,B). For example, Defb28 was upregulated in the mouse cauda principal cluster, and Defb30 was highly expressed in the mouse corpus principal cluster. 

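In mouse principal-like cells of caput, corpus and cauda Defb28 was at 212.5, 5934 and 5468 CPM, with a log2 ratio of cauda over corpus of −0.12 (−0.15 to −0.082). Defb30 was at 1440.0, 1689 and 18.7 CPM, with a log2 ratio of corpus over caput of 0.23 (0.20 to 0.26). With equal weight per cell that of Defb30 was 0.019, so the difference between corpus and caput depends on how cells are weighted. The principal-like cluster with Defb30 among its leading genes held 326 caput and 411 corpus cells, so this ratio between libraries does not test a corpus cluster.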

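DEFB128 reached 52352 CPM in pig principal-like cells of the caput and 41.2 CPM in those of the cauda, 10.31 (10.20 to 10.43) on the log2 scale. Over all kept cells it was at 29505 CPM in the caput, 123 CPM in the corpus and 20.9 CPM in the cauda.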

In the pig caput epididymis, DEFB128 was highly expressed. 

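Over all kept pig cells DEFB129 was at 0.1000, 87.1 and 12.4 CPM in caput, corpus and cauda, with a log2 ratio of corpus over cauda of 2.82 (2.67 to 2.97). In the corpus it came mostly from the unnamed cluster that carries RNASE9, at 4933 CPM. This cluster was looked at after the values had been seen.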

In the pig corpus epididymis, DEFB129 was highly expressed (Figure S4B). To further validate our single-cell RNA-sequencing (scRNA-seq) results, we performed immunostaining to visualize the products of representative Defb genes in the mouse epididymis. The mouse epididymis expressed higher levels of Defb20 in the caput and of Defb30 in the corpus according to the present data (Figure 7A,B). To confirm this, we performed fluorescence in situ hybridization (FISH) of certain exons of Defb20 and Defb30 in the mouse epididymis. Specifically, the FISH results showed that Defb30 was expressed throughout the epididymis but was expressed at the highest level in the corpus epididymis (Figure 7C–E). 

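Defb20 was at 16346 CPM in mouse principal-like cells of the caput, 61.5 CPM in the corpus and 3.89 CPM in the cauda, from 163383, 508 and 5 UMIs, with a log2 ratio of caput over corpus of 8.06 (7.93 to 8.18). In fibroblast-like cells of the caput it was at 142 CPM. From these levels the paper goes on to staining and in situ hybridization of Defb20 and Defb30.

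**Figure D3:**
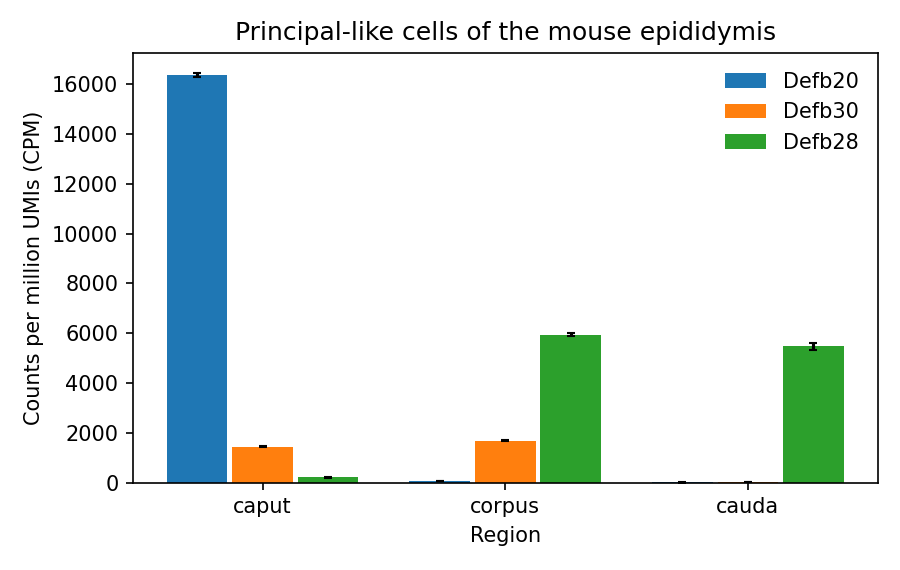
Expression of Defb20, Defb30 and Defb28 in mouse principal-like cells, in CPM (y-axis), by epididymal region (x-axis, 1 library each). Error bars are exact 95% Poisson intervals of the summed counts.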

Compared with other regions, defb20 was highly expressed in the mouse caput epididymis (Figure 7F,G). Curiously, we found that defb20 and defb30 ended up decorating the sperm surface, which is also consistent with prior studies [6].

## 4. Discussion

The process of spermatogenesis occurs within the testes: spermatogonia, spermatocytes, and spermatids, after which the sperm mature into epididymis. To discern the cell composition and gene-expression dynamics of the tissues, we utilized 10× Genomics single-cell transcriptome technology to investigate the cell types in the testis and epididymis of mouse and pig samples, along with their gene expression profiles. This enabled us to compare the different gene expression patterns involved in spermatogenesis and sperm maturation between the two species. Five cell clusters were identified in the testis, and seven cell clusters were identified in the epididymis of mice. In pig samples, only three clusters were observed in the testis and seven clusters were observed in the epididymis. The mouse samples exhibited a greater diversity of cell types. It was evident that the testicular cells of both the mouse and pig samples were continuous and distinct from the epididymal cells. Furthermore, there are significant differences in gene expression patterns during sperm development and maturation between mice and pigs. Moreover, a more detailed examination of the differences in spermatogenesis between mouse and pig samples was conducted by further analysis.

Spermatogenesis is recognized as a complex process [62,63]. In contrast to previous single-cell analyses on mice [6,64,65,66] and pigs [67], the current data provide a comprehensive exposition elucidating the dynamic modifications occurring on sperm from the testis to the epididymis. Expanding upon prior research, this study offers an intricate examination of gene expression during spermatogenesis and sperm maturation in mice and pigs, while also identifying novel marker genes. Subsequently, we conducted a thorough analysis of gene expression during spermatogenesis in the testes of mice and pigs. We identified sequential gene expression profiles corresponding to established cell types or subtypes within the spermatogenic lineage, ranging from spermatogonia to spermatids, in mice and pigs, respectively. Notably, 15 cell clusters were detected in the mouse testis, while only 11 cell clusters were identified in the pig testis. Our findings indicated that mice possess more subtypes than pigs. For instance, mouse spermatocytes exhibit three subtypes, and spermatids display five subtypes, whereas pig spermatocytes possess two subtypes and spermatids have three subtypes. This suggests that the process of spermatogenesis in mice may be more complicated than in pigs, which agrees with previous studies [64]. From the perspective of gene lineage expression, significant disparities in spermatogenesis between mice and pigs were observed. *SOHLH1* was detected in mouse spermatogonia but not in pig spermatogonia, based on our data. This could indicate that the spermatogonia of mice are primarily type A intermediate spermatogonia, while those of pigs are predominantly type B spermatogonia [68]. In pig spermatogonia, the expression of *ELAVL2*, a little-studied *ELAVL* family member [69], is particularly active. Interestingly, the significantly differentially expressed genes identified in the pseudotime analysis of pig spermatogonia indicated that *ELAVL2* was highly expressed in pig spermatogonia. Consequently, immunostaining for *ELAVL2* was performed on mouse and pig testes. *DDX4*, a marker for germ cells, was used to separate germ cells from somatic cells. Costaining of *DDX4* and *ELAVL2* further highlighted the expression of *ELAVL2* in spermatogonia.

We detected the expression of meiosis-related genes in spermatocytes, including Dmrt*1*, *Sycp3*, *Tex101*, and *Catsper4*, which are important for the fertility of mice [70]. Interestingly, we detected the expression of Sertoli cell marker genes such as *SOX9, GATA4*, and *WT1* in pig undifferentiated spermatogonia. The results indicated that these types of cells had many genes with similar expression in pigs. Tadokoro et al. reported that Sertoli cells express the cytokine glial cell line-derived neurotrophic factor (GDNF) under the control of follicle-stimulating hormone, which is required for the maintenance of the undifferentiated spermatogonial population in vivo [71]. However, little is known about the relationship between Sertoli cells and undifferentiated spermatogonia in pigs. Future studies are needed to acquire more knowledge in this respect. Our GO analysis indicated that spermatogonia exhibit two different cell characteristics in both mice and pigs, one characteristic increases in number, and the others starts spermatogenesis.

Although the process of spermatogenesis is similar in mice and pigs, there are slight differences in gene expression patterns at each stage. *Dkkl1* and *Rbakdn* were significantly expressed in mouse spermatogonia but not in pig spermatogonia. In the meiosis-enriched stage of pig spermatogonia, *DMRT1* and *KIT* were significantly expressed, which differed from what was observed in the mouse stage. The developmental trajectory analysis revealed that the trajectories of spermatocyte development in mice and pigs were remarkably similar, but the enriched GO pathways of spermatocytes in mice were different from those in pigs. Developmental trajectory gene expression analysis indicated that *Defb* family genes were highly expressed during the initial stage of spermatids in mice. Chromosome condensation-related genes were upregulated at late stages of spermatids in pigs, while they were active in earlier stages of spermatids in mice. In summary, these results indicated that the process of spermatogenesis may be similar between mice and pigs, but gene expression and biological function enrichment greatly differed at each stage. Previous studies have shown that cyclin B2 (*Ccnb2*) can be detected from the spermatogonial stage to the spermatocyte stage in reptiles [72]. *Ccnb2* mRNA was also detected in spermatocytes of mice [73]. In the present study, we found that *CCNB2* was typically expressed in pig spermatocytes. Moreover, *CCNB2* is involved in the mitosis stages of spermatogonia [74]. Combined with the expression of the *CCNB2* gene in pig testes, our findings indicated that the *CCNB2* gene could be used as the potential marker gene for pig early spermatogenesis and could be identified by immunostaining. Taken together, our IF staining results confirmed the key markers identified through the transcriptome approach. Gene regional expression was visualized in the mouse epididymis. This is the basis for creating different microenvironments for sperm maturation. In addition, we explored the cell types of the epididymis that exhibited distinct differences between mice and pigs. Gene regional expression patterns were examined in mouse principal cells from our data. It is worth noting that compared with the testis, the epididymis shows “immune privilege”. The immune environment not only protects spermatozoa from autoimmunity but also defends spermatozoa against pathogenic damage [75]. In this study, we examined the expression of certain immune-related *Defb* families in the mouse and pig epididymides. This finding is consistent with the in situ hybridization of *Defb20* and *Defb30* in the mouse epididymis. It has been reported that *Defb20* is expressed specifically in the caput of the mouse epididymis and has the potential to be involved in the epididymal sperm maturation process [76]. *Defb30* is abundantly expressed in the male reproductive tract, where it most likely protects against microbial invasion [52]. These genes work together to promote sperm maturation and ensure normal fertilization in mice. In the pig epididymis, *DEFB128* and *DEFB129* were significantly detected in the principal cells of the caput and corpus, respectively.

Overall, cell types in the epididymis of mice and pigs showed obvious differences. A total of 11 cell type clusters were identified in the mouse epididymis, and 13 clusters of cell types were identified in the pig epididymis. The greatest difference between mice and pigs is that mouse epididymal principal cells show obvious regional gene expression patterns. Furthermore, no epididymal principal cells were detected in the cauda of the pig epididymis. The microenvironment of the cauda epididymis is thought to be essential for maintaining the fertilization ability of sperm [77]. The difference in the cell composition of the cauda between mice and pigs indicated differences in the functions of the different species. In the caput principal cells of the mouse epididymis, the marker genes included Rnase10, *Cst11*, *Lcn2*, and *Mfge8*, which are the same as the marker genes of pig principal cells in the caput. Cystatin 11 (*CST11*) belongs to the cystatin type 2 family of cysteine protease inhibitors and exhibits antimicrobial activity in vitro. This gene is regulated by androgen and encodes an epididymal-specific protein that has shown to have antimicrobial activity against *E. coli* [78,79]. Furthermore, lipocalin (*LCN*) family members are small, secreted proteins that bind to small hydrophobic molecules through their characteristic central beta barrel. Among them, *LCN2* has been reported to regulate insulin sensitivity and nutrient metabolism. In addition, *LCN2* deficiency in mice leads to increased susceptibility to bacterial infections [80]. Moreover, it had been reported that the binding of *MFGE8* to integrin α&β5 promotes termination of the insulin receptor signaling pathway in mice [81]. *RNASE10* has been identified as the most abundantly secreted protein in the proximal pig epididymis and plays a significant role in post testicular sperm maturation and male fertility [82]. It is clear that caput principal cells are closely related to insulin regulation and antimicrobial activity. In the corpus principal cells of the mouse epididymis, the marker genes were *Lcn5*, *Rnase9*, and *Plac8*. In pigs, the corpus principal cell marker genes were *RNASE9*, *PLAC8*, *CRISP1*, *AQP3*, and *NOV. Rnase9* and *Lcn5* were found to be directly or indirectly regulated by androgens [83,84]. In the caudal principal cells of mice, marker genes such as *Gpx3*, *Gstm2*, *Spink10*, and *Crisp1* were significantly expressed, and these marker genes were not detected in the caudal principal cells of pigs. The *CRISP1* gene encodes a multifunctional protein that is secreted into the epididymal lumen. The protein binds to the postacrosomal region of the sperm head, playing important roles in spermioteleosis [85]. In addition, the *CRISP1* gene can regulate the Ca^2+^ channels of sperm [86].The expression of *Gpx3* is regulated by the androgen epididymis of mice [87].

## 5. Conclusions

In summary, the single-cell transcriptome data presented an extensive, publicly accessible resource that significantly contributes to sperm maturation and storage, particularly for artificial pig insemination. The unsupervised pseudotime transition from spermatogonia to spermatids reflects the developmental trajectory of mouse and pig spermatogenesis. Although gene expression patterns during spermatogenesis in mice and pigs are somewhat similar, there are also species-specific differences. Additionally, we investigated other cellular components within the epididymis, such as fibroblasts and monocytes, and characterized their distribution and gene expression patterns in the mouse and pig epididymides. As a result, we obtained a comprehensive landscape of sperm development in both the testis and epididymis, which provides a basis for better understanding spermatogenesis and spermioteleosis.

## Figures and Tables

**Figure 1:**
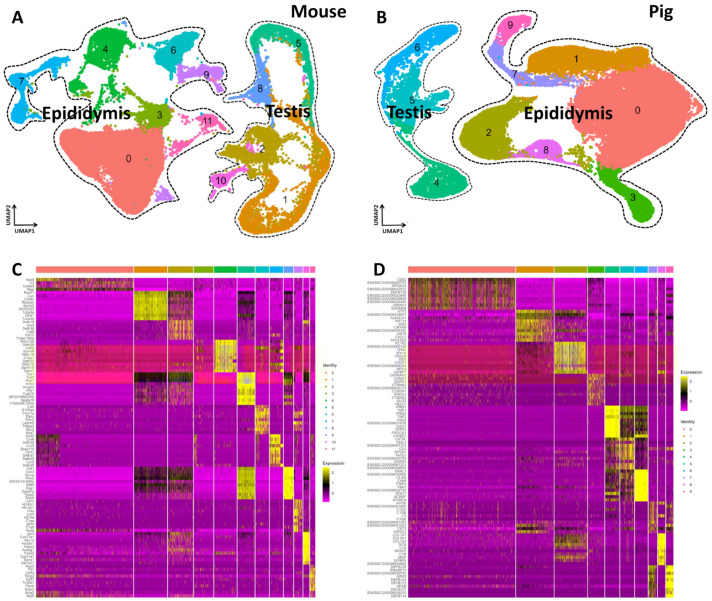
Single-Cell RNA Profiling of the Testis and Epididymis Between Adult Mice and Pigs Reveals the Extent of Gene Expression Heterogeneity. (**A**) Dimension reduction analysis (via UMAP) of combined single-cell transcriptome data showing single-cell RNA profiling of mice epididymis and testes. Each dot represents a single cell and is colored according to its cell type identity. (**B**) Dimension reduction representation (via UMAP) of combined single-cell transcriptome data showing single-cell RNA profiling of pigs’ epididymis testes. Each dot represents a single cell and is colored according to its cell type identity. (**C**) Heatmaps showing the top 10 significantly differentially expressed genes (DEGs) between each cell cluster in mice testes and epididymis samples. (**D**) Heatmaps showing the top 10 significantly differentially expressed genes (DEGs) between each cell cluster in pigs’ testes and epididymis samples.

**Figure 2:**
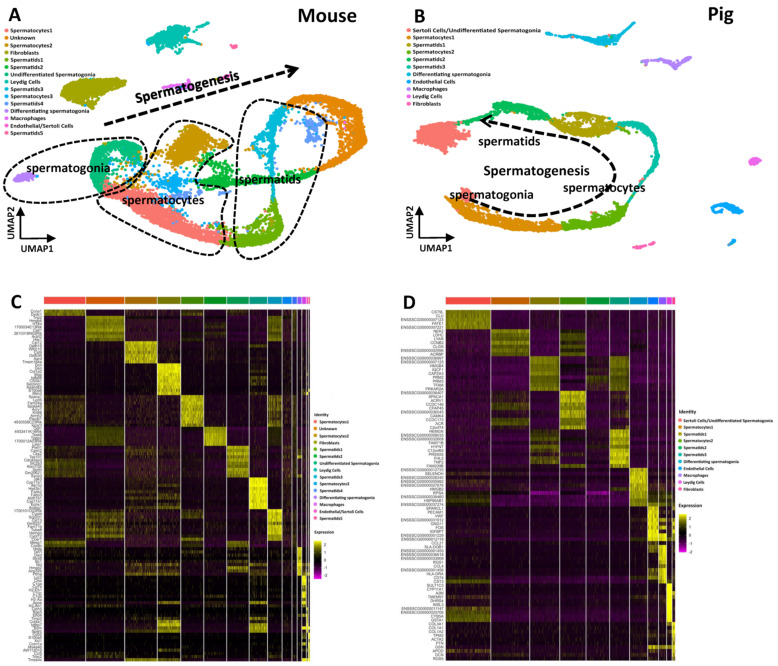
Single-Cell Transcriptomes of Mice and Pigs Testicular Cells. (**A**) Dimension reduction representation (via UMAP) of the mice testes single-cell transcriptome. Each dot represents a single cell and is colored according to its cell type identity. The right clusters is spermatogonia, the middle clusters is spermatogonia, and the left contains spermatids clusters. Along the direction of the arrow, is the sequence of spermatogenesis (**B**) Dimension reduction representation (via UMAP) of the pigs’ testes single-cell transcriptome. Each dot represents a single cell and is colored according to its cell type identity. The arrow starts with the spermatogonia cluster and the spermatocyte clusters in the middle, and the spermatids clusters at the end. Along the direction of the arrow, is the sequence of spermatogenesis (**C**) Heatmaps show the top 10 differentially expressed genes (DEGs) between each cell cluster in mice testes. (**D**) Heatmaps show the top 10 differentially expressed genes (DEGs) between each cell cluster in pigs’ testes.

**Figure 3:**
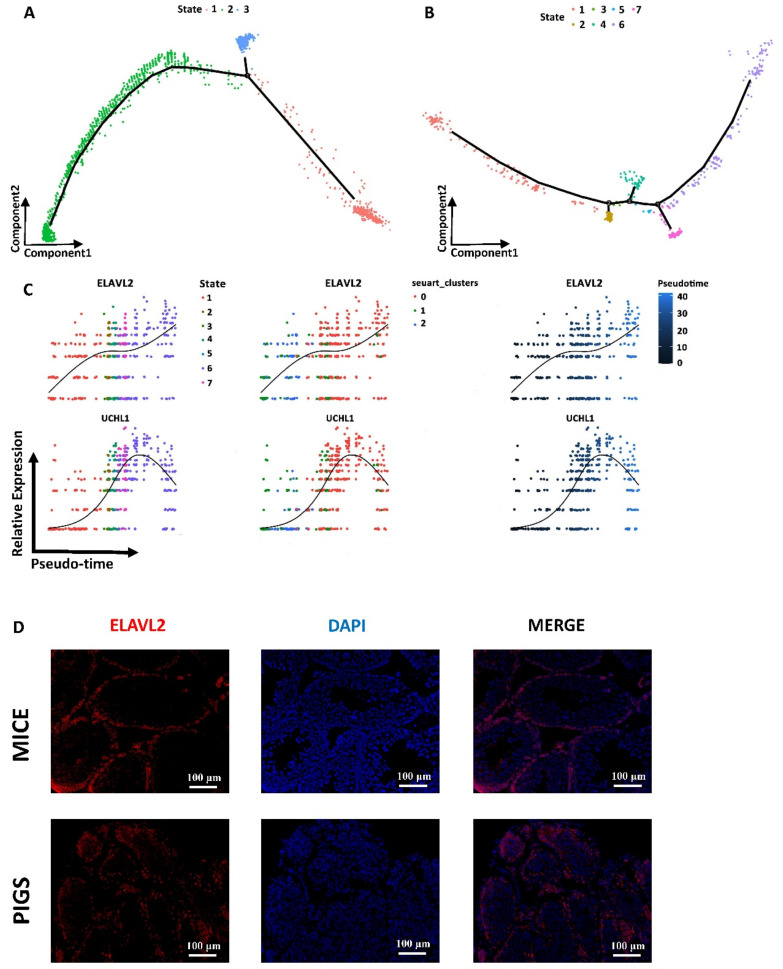
Single-Cell Spermatogonial Trajectories Reveal Heterogeneity Between Mice and Pigs. (**A**) Pseudotime trajectories of mice spermatogonia in which cells are colored by state. Branch points in the single-cell trajectories are noted by black numbered circles. The spermatogonia clusters in this trajectory analysis included undifferentiated spermatogonia and differentiating spermatogonia clusters. There are 3 states in mouse spermatogonia pseudotime trajectories. (**B**) Pseudotime trajectories of pigs’ spermatogonia in which cells are colored by state. Branch points in the single-cell trajectories are noted by black numbered circles. The spermatogonia clusters included in this trajectory analysis included differentiating spermatogonia cluster. There are 7 states in pigs spermatogonia pseudotime trajectories. (**C**) Expression patterns of key DEGs over pseudotime among pigs’ spermatogonia in state, cluster, and pseudotime. Cells are colored according to the state, clusters, and pseudotime and ordered according to the pseudotime. The left is DEGs in different states’ dynamic changes along pigs spermatogonia pseudotime trajectories. The middle is DEGs in different seurat-clusters’ dynamic changes along pigs spermatogonia pseudotime trajectories. The right is DEGs’ dynamic changes along pigs spermatogonia pseudotime trajectories. (**D**) Red indicates immunostaining for ELAVL2 and blue indicates staining for DAPI in mice and pigs’ testes (the bar represents 100 μm). Scale bars are indicated. DNA was counterstained with DAPI. A minimum of three animal samples were used for each genotype and each experiment was repeated three times with similar results.

**Figure 4:**
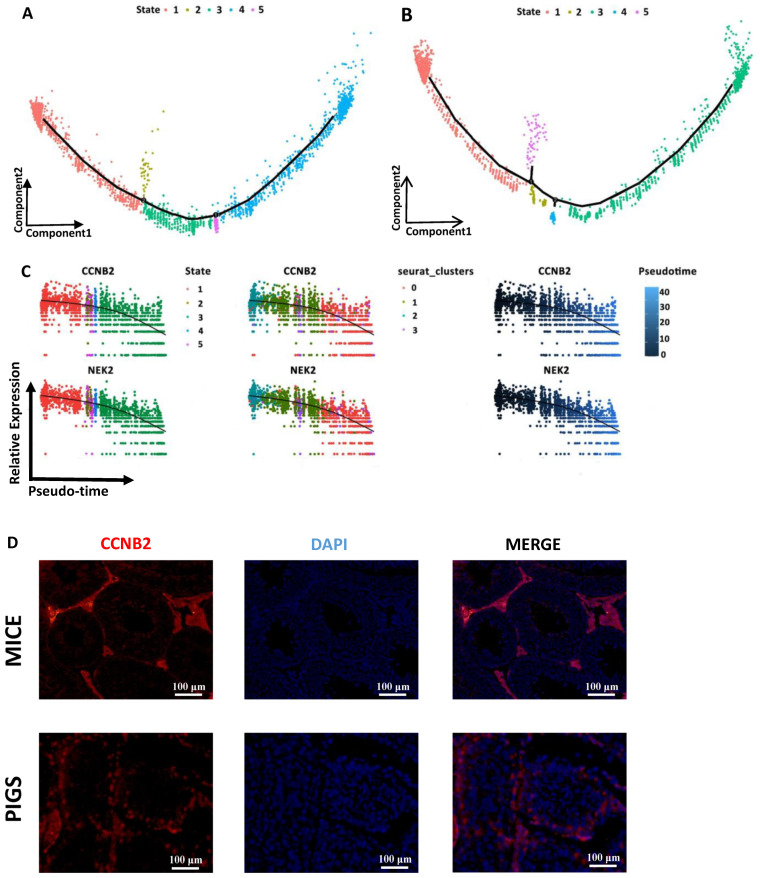
Dynamic Transcriptomic Heterogeneity in Mice and Pigs Spermatocytes. (**A**) Pseudotime trajectories of mice spermatocyte in which cells are colored by state. Branch points in the single-cell trajectories are noted by black numbered circles. Spermatocyte clusters included in this trajectory analysis included the spermatocytes1 cluster. There are 5 states in mice spermatocytes pseudotime trajectories. (**B**) Pseudotime trajectories of pigs’ spermatocytes in which cells are colored by state. Branch points in the single-cell trajectories are noted by black numbered circles. The spermatocyte clusters included in this trajectory analysis included spermatocytes1 and spermatocytes2 clusters. There are 5 states in pigs’ spermatocytes pseudotime trajectories. (**C**) Expression patterns of key DEGs over pseudotime among pigs’ spermatocytes in state, cluster, and pseudotime. Cells are colored according to the state, clusters, and pseudotime and ordered according to the pseudotime. The left is DEGs in different states’ dynamic changes along pigs’ spermatocytes pseudotime trajectories. The middle is DEGs in different seurat-clusters’ dynamic changes along pigs’ spermatocytes pseudotime trajectories. The right is DEGs’ dynamic changes along pigs’ spermatocytes pseudotime trajectories. (**D**) Red immunostaining for CCNB2 and blue DAPI staining of mice and pigs’ testes (the bar represents 100 μm). Scale bars are indicated. DNA was counterstained with DAPI. A minimum of three animal samples were used for each genotype and each experiment was repeated three times with similar results.

**Figure 5:**
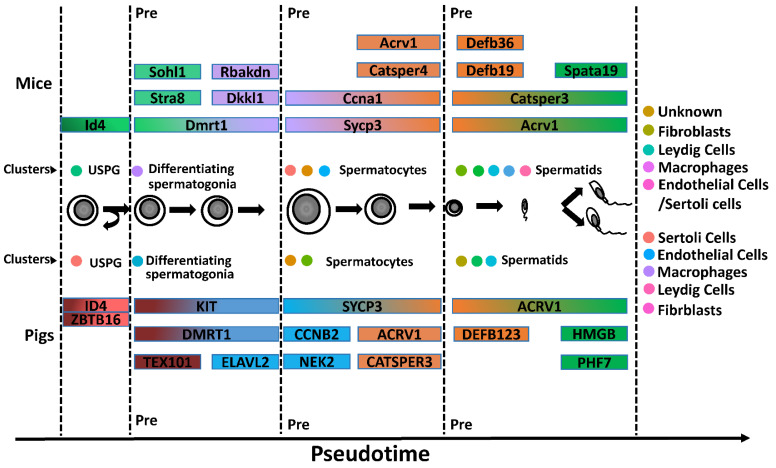
Comparison of Dynamic Transcriptomes of the Testis between Mice and Pigs. Identification of cell clusters expressing the noted marker genes allowed clusters to be aligned with specific spermatogenic cell types. From spermatogonia to spermatocytes and finally to spermatids in mice and pigs, respectively, each dot represents the corresponding cell cluster, showing the differentially expressed and highly expressed marker genes at each stage (USPG: undifferentiated spermatogonia).

**Figure 6:**
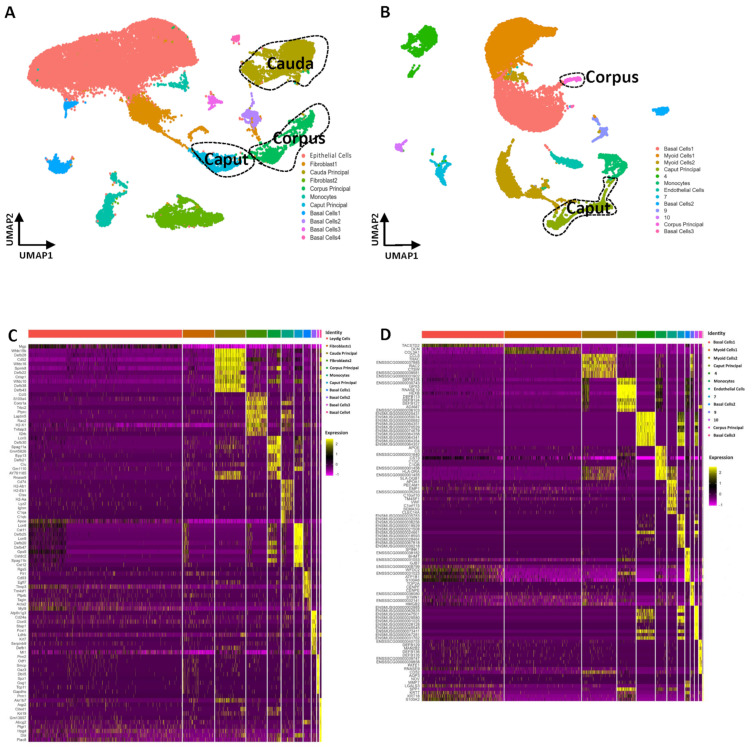
Single-Cell Transcriptomes of the Epididymis of Mice and Pigs. (**A**) Dimension reduction map (via UMAP) of the mice epididymis single-cell transcriptome showing the regional expression of specific principal cells. Each dot represents a single cell and is colored according to its cell type identity. (**B**) Dimension reduction presentation (via UMAP) of the pigs’ epididymis single-cell transcriptome. Each dot represents a single cell and is colored according to its cell type identity. (**C**) Heatmaps showing the top 10 differentially expressed genes (DEGs) between each cell cluster in the mice epididymis. (**D**) Heatmaps showing the top 10 differentially expressed genes (DEGs) between each cell cluster in the pigs’ epididymis.

**Figure 7:**
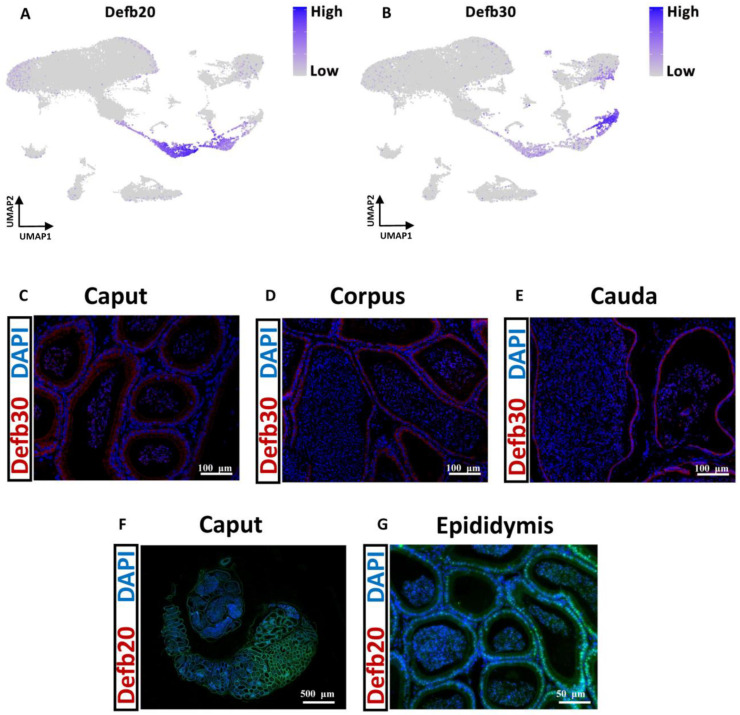
Localization of Dfb20 and Defb30 in the Mouse Epididymis. (**A**) Expression patterns of Defb20 projected on the UMAP plot in mouse epididymis. The darker the blue color is, the greater the expression level. (**B**) Expression patterns of Defb30 projected on the UMAP plot in mouse epididymis. The darker the blue color is, the greater the expression level. (**C**) Defb30 in situ hybridization of the mouse caput epididymis (the bar represents 100 μm). (**D**) Defb30 in situ hybridization of the mouse corpus epididymis (the bar represents 100 μm). (**E**) Defb30 in situ hybridization of the mouse cauda epididymis (the bar represents 100 μm). (**F**) Defb20 in situ hybridization of the mouse caput epididymis (the bar represents 500 μm). (**G**) Defb20 in situ hybridization of the mouse epididymis (the bar represents 50 μm). Scale bars are indicated. A minimum of three animal samples were used for each genotype and each experiment was repeated three times with similar results.

## Data Availability

All data supporting our findings are included in the manuscript.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13070563/s1, Table S1. List of data summary. Table S2. Marker Genes of mouse and pig clusters. Table S3. Marker Genes of mouse and pig clusters. Table S4. DEGs in testis and epididymis sample clusters of pigs. Table S5. DEGs in testis clusters in mice. Table S6. DEGs in testis clusters DEGs in pigs. Table S7. All-cluster GO analysis of mouse undifferentiated spermatogonia and differentiating spermatogonia. Table S8. Pig differential spermatogonia beam allcluster_GO1. Table S9. Pig differential spermatogonia beam allcluster_GO2. Table S10. Pig differential spermatogonia beam allcluster_GO3. Table S11. Mouse spermatocyte beam allcluster_GO1. Table S12. Mouse spermatocyte beam allcluster_GO2. Table S13. Pig spermatocytes beam allcluster_GO1. Table S14. Pig spermatocytes beam allcluster_GO2. Table S15. Mouse testis spermatids beam allcluster_GO1. Table S16. Mouse testis spermatids beam allcluster_GO2. Table S17. Pig spermatid beam allcluster_GO1. Table S18. Pig spermatid beam allcluster_GO2. Table S19. DEGs in mouse epididymis clusters. Table S20. Pig epididymis cluster DEGs. Figure S1. GO analysis of the unknown clusters in mouse testes (Figure 2A). Figure S2. Visualization of Stra8 across mouse testes and STRA8 across pig testes in the violin plot. Figure S3. Gene expression in testis cells from mice and pigs. Figure S4. Epididymis cell gene expression profiles of mice and pigs. Figure S5. Dynamic expression maps of pseudotime genes in spermatogenic cells from mice and pigs. Figure S6. Green immunostaining for ELAVL2 is shown together with red staining for DDX4 and blue staining for DAPI in mouse and pig testes section (the bar represents 50 μm). Figure S7. Dynamic expression maps of pseudotime genes in spermatocytes of mice and pigs. Figure S8. Dynamic expression maps of pseudotime genes in spermatids of mice and pigs.

How the deposited data were processed for this re-analysis (not part of the article)

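Tissue of the testis and of the caput, corpus and cauda of the epididymis was taken from mice and pigs and dissociated to single cells, and 8 droplet-based libraries were sequenced, 1 per tissue and species. The authors deposited 3 files per library, with the gene names, the barcodes and a matrix of unnormalized UMI counts. By the headers of the matrices the counts were made with PISA, in version 0.12 for the mouse libraries and the pig cauda and in an earlier version for the other pig libraries, while the methods name Cell Ranger. The paper does not state the aligner, the genome build or the gene annotation. In the deposited files of all libraries but the pig cauda the barcodes are cells that had already been called. The pig cauda file lists every barcode. All count matrices were checked to hold whole numbers.

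The authors used Seurat and Monocle 2. Here the counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and processed with scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0 and igraph 0.11.9, on a single thread with seed 1. Figures were drawn with matplotlib 3.10.9. Barcodes with at least 200 detected genes were kept, and genes in 3 or fewer cells were left out of the gene totals, as in the paper. Each data set (a testis library, the 3 epididymis libraries of a species, or all 4 libraries of a species) was scaled to 10000 UMIs per cell, log-transformed and scaled with a largest value of 10. From 2000 variable genes 30 principal components were computed, cells were joined in a graph of 15 neighbours, and clusters were made by the Leiden method at resolution 0.8. No batch correction was made. The paper corrects the epididymis data for batch effects but does not state the tool.

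Clusters were named from lists of marker genes chosen in advance, none of which is a gene that the paper makes a statement about. A marker counted where its CPM, after adding 10 CPM on both sides, was at least 2 times its median over clusters and where at least 5% of the cells of the cluster carried it. A name needed at least 3 such markers and 25% of its list, with a marker among the 100 leading genes of the cluster, or 8 germ cell markers for a germ cell cluster. Among germ cell clusters a stage had to lead the next by 0.25 in mean log2 fold. These thresholds were set after the clusters had been seen, and clusters that missed them stayed unnamed. Values were given for classes of at least 20 cells. The region of a principal-like cell is the library it comes from.

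Expression is the raw counts summed over the cells of a class, per 1000000 UMIs of the class (CPM). Ratios carry exact 95% intervals for counts. A class or region with 0 counts was set to 3 counts for a bound, and no ratio was given where both sides had 3 counts or fewer. Germ cells were ordered by diffusion pseudotime on 10 diffusion components from the cell nearest the centre of the spermatogonia-like cells, so the order within that class does not start at its earliest cells, and 5 bins of equal cell number were compared. Genes were named by a rule: every gene that the Results or Figure 5 name for the sequencing data and that a feature carries, which gives 72 symbols, the 3 beta-defensins with the highest CPM in principal-like cells of each epididymis library, and the 5 genes per species with the largest ratio between regions among those of at least 100 CPM. Spag11b, Lcn8, Lcn10 and Gpx5, named in this way, are also markers of principal cells. No test was run, because each tissue and species has 1 library, and the animal of a cell is not recorded in its barcode.

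The alternatives were at least 500 genes per cell, at most 20% mitochondrial UMIs, no called doublets, resolution 0.4, 4000 variable genes, equal weight for each cell of a class, all kept cells of a library in place of principal-like cells, 30 neighbours, pseudotime from the cells of the class alone, and cells thinned to 1000 UMIs. Doublets were called with the Scrublet method in scanpy at an expected rate of 0.06. Its automatic threshold marked 6.61% of mouse testis, 2.14% of mouse caput, 7.67% of pig testis and 4.44% of pig corpus cells. In the other libraries it marked less than 0.5% and had not worked, so cells were taken there from the highest score down to the score at 6% of the library, ties included. This gave 6.26% of mouse corpus, 7.09% of mouse cauda, 7.12% of pig caput and 6.36% of pig cauda cells.

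Median depth was 4584, 4054, 2277 and 1426 UMIs per kept cell in mouse testis, caput, corpus and cauda, and 8240.5, 6398, 3099 and 922 in the pig. The intervals give the precision that the summed counts allow. Ratios and pseudotime were tested on simulated data. Of 10264 simulated ratios at the size of the mouse spermatogonia, 95.8% of the intervals held the true value, and all 200 changed genes had the right direction. These counts were drawn from the Poisson model that the intervals assume, so this checks the calculation and not the spread between cells. On a simulated line of 1000 cells the rank correlation of pseudotime with the true order was 0.983. That line had no branches and was rooted among its earliest cells. The real order was rooted at the centre of a class, so the simulation does not test the order used here. Gene ontology terms, the paper's trajectory states, the maps of cells and all staining were not analysed here, nor were genes that no feature names: Defb123, Defb128, Defb129 and Nov in the mouse, and CCN3, DEFB19, DEFB20, DEFB28, DEFB30, DEFB36, GSTM2, LCN5, LYZ2, RBAKDN, RHOX13, SOHLH1, SPINK10 and TESMIN in the pig.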

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

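In this part the tests of free RNA and of doublets in round and in elongating spermatid-like cells apart from each other were chosen only after the results for both together had been seen.

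Germ cell-like clusters were found in all mouse epididymis libraries. They held 1.90% (1.62 to 2.21) of caput, 2.06% (1.81 to 2.34) of corpus and 0.232% (0.148 to 0.344) of cauda cells, which are 161, 238 and 24 cells. They stand out because the paper names no germ cells among its epididymal clusters, so they are a signal in cells that it does not report on. In its Fig. 6C the genes Prm2, Odf1, Smcp, Oaz3 and Tnp1 are listed for a cluster named as basal cells, and Prm2, Odf1, Smcp and Oaz3 were among the leading genes of the elongating spermatid-like cluster here. Round spermatid-like cells numbered 140, 43 and 14 in caput, corpus and cauda, with a median of 10145 UMIs, and elongating spermatid-like cells 21, 195 and 10, with a median of 1832 UMIs. The median of all mouse epididymis cells was 2206 UMIs. The difference between the regions was not tested, since each is 1 library.

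Free RNA in droplets of epididymal cells would leave the abundant genes of the epididymis at their usual level. The summed fibroblast markers lay far below it in round spermatid-like cells, with a log2 ratio to all cells of −4.52, which argues against free RNA as their source. Col1a2 and Col3a1, the most abundant of these markers, were at 963 and 394 CPM there and at 20368 and 10861 CPM in all cells. In elongating spermatid-like cells the ratio was −0.84, with Col1a2 at 10239.6 and Col3a1 at 7122 CPM, so droplets of epididymal cells that took up spermatid RNA, and mixed droplets, stay open for them. For both kinds together the ratio was −2.99, a mean over cells that move apart, so for the whole group free RNA cannot be told apart from other sources.

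Doublets of 2 other epididymal cells carry spermatid markers at about the level of those cells. The summed round spermatid markers were at 3903 CPM in round spermatid-like and 14.0 CPM in the other cells, a log2 ratio of 8.12, and the summed elongating spermatid markers at 62590.2 CPM in elongating spermatid-like and 42.5 CPM in the other cells, 10.52. Both values argue against such pairs. The clusters were named by these markers, but pairs of cells at the level of the other cells do not reach these sums. The doublet calls alone decide nothing: 5.44% (3.48 to 8.05) of these cells and 5.40% (5.14 to 5.66) of the other cells were called, and in the caput, where the automatic calls worked, 3.73% (1.38 to 7.93) and 2.11% (1.82 to 2.45). Doublets of a germ cell and an epididymal cell stay open. Germ cells shed into the duct, testis tissue carried over in dissection and RNA exchanged between libraries were not tested, so no biological explanation was tested either.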

How the results depend on the processing

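The tests in this part were all planned, and each setting changed a single choice. A value is called moved where it left the counting interval of the value reported, and reversed where a value whose interval leaves out 0 changed sign. Unless a construction is named, the cause was not tested. No paired analysis was run. Each tissue and species has 1 library, and no result comes from a test.

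The share of cells in clusters of a single organ was 97.6% in the mouse and moved only without called doublets, to 95.6%. In the pig it was 99.5% and moved to 97.9% at resolution 0.4, 93.4% with 500 or more genes per cell and 97.3% with at most 20% mitochondrial UMIs. The principal-like share of the pig cauda, 48.0%, moved under the same settings to 48.7, 37.0 and 47.1%. The log2 ratio of median genes per testis cell, mouse over pig, lay between −0.20 and −0.19 under the filters on cells and reversed to 0.23 with cells thinned to 1000 UMIs, a setting that by construction takes out the difference in depth. The number of clusters, mouse minus pig over all libraries, reversed from 2 to −1 with 4000 variable genes and likewise to −1 with 500 or more genes.

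The fall of Sycp3 along mouse spermatocyte-like cells, −2.50, kept its direction under all settings. It moved to −2.24 with 4000 variable genes, −2.13 at resolution 0.4, −2.61 with 500 or more genes, −2.67 with at most 20% mitochondrial UMIs, −2.30 without called doublets and −2.17 with the class alone in the diffusion map. The rise of SYCP3 along pig spermatocyte-like cells, 0.88, reversed to −0.77 with 4000 variable genes, and moved to 0.36 at resolution 0.4, 1.07 without called doublets and 1.20 with the class alone. The fall of CCNB2 there, −0.43, reversed to 1.44 with 4000 variable genes and to 0.28 at resolution 0.4, and moved to −0.99 with the class alone. So the opposite course of Sycp3 and SYCP3 in the species holds under every setting run but 4000 variable genes. There SYCP1 fell too (−0.80), and so did ACRV1, from 82.2 to 13.1 CPM. The named pig stages came in order in that run, which does not settle the direction. No cluster in it was differentiating spermatogonia-like, and 878 germ cells fitted no single stage.

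Defb20 in the mouse caput, at 8.06 over the next region, moved to 7.87 with all kept cells, 7.92 without called doublets and 7.65 with equal weight per cell. Defb30 in the mouse corpus, at 0.23, moved to 0.33, 0.40 and 0.019 under these settings. With 500 or more genes CRISP1 in the pig cauda reversed to −0.53 by construction, as 62 corpus cells then entered the comparison and were the higher region, while over the caput it stayed at 5.48. NOV reversed to 0.84 against the caput itself. With all kept cells of a library the mouse genes Crisp1, Gpx3 and Plac8 reversed to −1.65, −0.58 and 1.03, and this setting mixes in other cell types.

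Among the other trends along pseudotime, 4000 variable genes reversed ACRV1 (−2.65), GSG1 (1.01), HMGB4 (1.11), NEK2 (1.20), SYCP2 (0.31), Stra8 (−0.35) and Tex101 (−0.070). With 30 neighbours ELAVL2 (−0.37), Spata19 (−0.24), Stra8 (−0.76) and Tex101 (−0.33) reversed, and with at most 20% mitochondrial UMIs GSG1 (1.22), PHF7 (−1.37), Tex101 (−0.74) and UCHL1 (0.29). Tex101 also reversed with 500 or more genes (−2.21) and without called doublets (−0.51). Trends within spermatogonia-like cells (Stra8, Tex101, ELAVL2, UCHL1) run from the centre of the class outward and are not times of development. Between germ cell stages, PHF7 (−0.065) and STRA8 (−1.51) reversed with 4000 variable genes.

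In all, 13 of 36 trends along pseudotime, 2 of 38 ratios between germ cell stages, 5 of 25 ratios between regions, and 0 of 15 somatic ratios and 0 of 4 Krt8 and KRT8 ratios reversed under any setting. Values that moved with their direction kept, or whose interval held 0, numbered 113 of 246, 110 of 228, 73 of 168, 37 of 90 and 12 of 15 in the same order.

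Some settings gave no value. No mouse basal-like cluster was found without called doublets, at resolution 0.4 or with 4000 variable genes, so Krt8 gave none there. With 4000 variable genes no pig cluster was differentiating spermatogonia-like, so the trends of KIT, DMRT1, ART3, TEX101, UCHL1 and ELAVL2 gave none. RNASE9, PLAC8 and DEFB129, compared over all kept pig cells, gave none with 500 or more genes, and Ccn3 gave none without called doublets.

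Depth limits the pig cauda most. Its median was 922 UMIs per cell, and 10146 of 22005 kept cells had 1000 UMIs or more, so low genes in single cells and small cell types there cannot be judged. Small sums limit Id4 and Piwil1 in mouse spermatogonia-like cells, Ccn3 and Aqp3 in the mouse cauda and GPX3 in pig principal-like cells, whose directions are not settled by the counts.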

Differences from the paper's values

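In this part all alternatives were planned, and none was chosen after the values had been seen. A pair of values is listed where one is more than 1.5 times the other.

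The paper gives 15618 cells for the pig epididymis, and 35989 were kept here. The paper's totals for the pig testis, 6831, and for all pig libraries, 42712, lie near the 6856 and 42845 found here, so what its totals leave for the epididymis lies near the number here and not near its 15618. Of the alternatives set before the data were examined, 500 or more genes per cell gives 22090, within 1.5 times the paper's 15618, while at most 20% mitochondrial UMIs (35385) and no called doublets (33905) do not come within it. For genes in the pig epididymis the paper gives 32575, and 19564 were detected here in more than 3 cells, or 19235, 19557 and 19485 with 500 or more genes per cell, with at most 20% mitochondrial UMIs and without called doublets, none of which comes within 1.5 times. The feature lists of the pig epididymis libraries name 21932 genes.

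As the mean number of genes per cell the paper gives 41960 in the mouse, 20011 in the pig, 36943 in the mouse testis and 17079 in the pig testis, and the means here were 1745, 1199.8, 2267 and 2602, while on the scale of genes detected in more than 3 cells of a data set the values here were 43250, 20013, 35354 and 16724. Table S1 of the paper lists its numbers as features. Under the alternatives the mean stays below 1/1.5 of the paper's in every case: 1756, 1746 and 1726 in the mouse, 1620.4, 1210.4 and 1186 in the pig, 2267, 2268 and 2233 in the mouse testis and 2602, 2605 and 2567 in the pig testis, with 500 or more genes per cell, with at most 20% mitochondrial UMIs and without called doublets.

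The paper has 12 clusters for the joint mouse data and 10 for the joint pig data, against 24 and 22 here. The alternatives, with 500 or more genes per cell, at most 20% mitochondrial UMIs, no called doublets, resolution 0.4 and 4000 variable genes, gave 24, 24, 25, 19 and 25 in the mouse and 25, 21, 23, 18 and 26 in the pig, none within 1.5 times. For the mouse epididymis the paper has 11 clusters and 25 were found here, or 24, 24, 23, 18 and 22 in the same order of alternatives, none within 1.5 times. For the pig testis the paper has 11 clusters and 21 were found here. Resolution 0.4 gave 15, within 1.5 times the paper's, and the other alternatives 21, 23, 20 and 22, not within it.

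The paper's trajectory of mouse spermatogonia holds 1555 cells, and 236 cells were spermatogonia-like here, or 238, 230, 227, 235 and 250 under the alternatives, none within 1.5 times. The paper's trajectories of spermatids, made from a single spermatid cluster per species, hold 1348 mouse and 1295 pig cells. Here all spermatid-like cells were used, 5903 and 2640, with 5785, 5678, 5608, 5715 and 6103 in the mouse and 2640, 2397, 2819, 2980 and 2704 in the pig under the alternatives, none within 1.5 times.

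The paper describes more clusters and more genes per cell in the mouse testis than in the pig testis. Here the mouse testis had 16 clusters and the pig testis 21, with fewer in the mouse under all 5 alternatives, and the log2 ratio of median genes per cell was −0.19, which only cells thinned to 1000 UMIs turn to 0.23. On the scale of genes detected in more than 3 cells of the library the mouse testis has more (35354 against 16724), which is the paper's direction.

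The paper describes Id4 as a marker of undifferentiated mouse spermatogonia. Here Id4 was at 24.7 CPM in spermatogonia-like and 108 CPM in early spermatocyte-like cells. No mouse cluster was undifferentiated spermatogonia-like, so these values do not test Id4 in the cells that the paper names. Clu, a Sertoli gene in the paper, was at 1389.7 CPM in Leydig-like and 1024 CPM in Sertoli-like cells of the mouse. The paper reports Ccnb2 in mouse Leydig cells by staining and proposes it as a possible marker of them, and in the RNA Ccnb2 was at 53.0 CPM in Leydig-like and 169 CPM in all other mouse testis cells, −1.67 (−1.86 to −1.49) on the log2 scale. STRA8, described as nearly absent from pig testis cells, was at 43.0 CPM in pig spermatogonia-like cells.

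Along spermatocytes the paper has SYCP genes rising in the pig. From first to last bin SYCP3 rose, SYCP1 changed by 0.037 and SYCP2 by −0.82. SYCP1 was lowest in the second bin, at 121 CPM, and higher in the later ones. SYCP3 fell only with 4000 variable genes, from 326 to 192 CPM, and ACRV1 fell there too, from 82.2 to 13.1 CPM. In that setting no pig cluster was differentiating spermatogonia-like and 878 germ cells fitted no single stage. The order of all pig stages was therefore not tested in it. SYCP2 rises only with 4000 variable genes (0.31), and SYCP1 rises with the class alone (1.49) and without called doublets (0.27) and falls with 4000 variable genes (−0.80). The paper gives Ccna1 the course of Sycp3 in the mouse. Here Ccna1 rose by 1.76 from first to last bin, with a rise under all alternatives, while Sycp3 fell. From the third to the last bin both fell, Ccna1 from 607 to 349 CPM. The paper's trajectory holds a single spermatocyte cluster of 2504 cells, while all 3647 spermatocyte-like cells were used here. CATSPER3, placed by the paper in the last stage in the pig, showed no rise beyond counting error, −0.41 (−0.88 to 0.067) from first to last bin, and in no alternative was it highest in the last. Courses within spermatogonia-like cells and within pig spermatid-like cells are not set against the paper here, since the order used does not follow development in them.

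In the epididymis the paper detected no principal cells in the pig cauda but some of the corpus. Here 10572 cauda cells and 0 corpus cells were principal-like at the settings used. An unnamed corpus cluster of 244 cells had RNASE9 and DEFB129 among its leading genes but missed the naming rule. Whether that cluster holds principal cells stays open. Of the corpus, 62 cells were principal-like with 500 or more genes, 1 without called doublets and 2 with 4000 variable genes, and cauda cells under every alternative. Of the genes named for the mouse corpus Lcn5 (−0.46) and Plac8 (−0.42) were higher in the caput, and Plac8 turns to 1.03 only with all kept cells. A region is a library here, while the paper speaks of clusters. The principal-like cluster with Lcn5 among its leading genes held 326 caput and 411 corpus cells, and another held 2434 corpus cells. The ratios between libraries therefore do not test the paper's corpus cluster. In the pig PLAC8, named for the corpus, was lower there than in the caput over all kept cells (−2.63). Defb28, described as raised in the mouse cauda, was higher in the corpus (−0.12 for cauda over corpus), also under all alternatives.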

Other observations

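Among the tests in this part, that of free RNA in the second bin of mouse spermatids was chosen after the values per bin had been seen, and that of Sertoli material after the values of Defb19 and Defb36 had been seen but before those of the Sertoli markers.

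Principal-like barcodes of the pig cauda come from a file that lists every barcode. Of 2355799 barcodes, 22005 had 200 or more genes and 9683 had 500 or more. The largest principal-like cluster held 9985 cauda barcodes with a median of 778 UMIs. Droplets that hold free RNA and no cell were tested as their source. The markers of T or NK cells, fibroblasts, endothelial cells and macrophages together were at 7303 CPM in droplets of fewer than 100 genes and at 755 CPM in this cluster, a log2 ratio of −3.27, which argues against empty droplets. In a smaller principal-like cluster of 587 barcodes the ratio was −3.08, and in the unnamed cauda cluster −1.37. The principal cell markers moved the other way, from 2896 CPM in the droplets to 8379 CPM. Damaged principal cells and a difference between library preparations stay open and were not tested, and a difference between regions is also a difference between libraries here.

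The pig testis showed more genes per cell than the mouse testis. More UMIs per cell in the pig testis were tested as the source. With every cell thinned to 1000 UMIs the log2 ratio of the medians, mouse over pig, was 0.23, so the higher number in the pig is consistent with its greater depth. The mouse testis file names 43161 features and the pig testis file 18438, which may raise the mouse number at equal depth, and this was not tested. The mouse and the pig testis were also counted with different versions of PISA, which was not tested either. A difference between the species stays open.

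Defb19 and Defb36 were counted in mouse spermatid-like cells. Free RNA from Sertoli cells would give spermatids no more than other cells that do not express these genes. Over the lowest of the Leydig-, fibroblast-, macrophage- and endothelial-like classes the log2 ratio of CPM was −0.13 for Defb19 and 0.30 for Defb36. Because the spermatid bins move apart, these values over all bins decide nothing, and free RNA cannot be told apart from expression for spermatids as a whole. For the second bin it can: Defb19 rose from 0.342 to 1.24 UMIs per cell between the first and second bins, 1.86 on the log2 scale, and Defb36 by 2.06, at median depths of 8203 and 7131 UMIs. Evenly spread free RNA does not do this. The place and size of the rise depend on the settings: without called doublets Defb19 was at 41.4, 76.5 and 99.3 CPM in the first, second and middle bin, and with the class alone in the diffusion map at 39.2, 74.8 and 128 CPM, highest in the middle bin both times, against 37.2, 152 and 87.5 CPM at the settings used. The Sertoli markers were not measured under these settings. A candidate explanation is Sertoli cells, or parts of them, in the droplets of these spermatids. The 13 fixed Sertoli markers rose by 1.78, from 0.741 to 2.55 UMIs per cell. The most abundant of them went from 0.215 to 0.929 (Cst12), 0.107 to 0.426 (Aard), 0.0754 to 0.329 (Cst9) and 0.0864 to 0.287 (Cited1), while Sertoli-like cells carried 5.25, 2.37, 2.19 and 1.49. Defb19 UMIs per Sertoli marker UMI were 0.462 and 0.486 in these bins and 0.453 in Sertoli-like cells. Sertoli cells are part of the tissue and hold spermatids, so a change of Sertoli contact with stage stays open as a biological cause of the mixture and was not tested.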
